# Sex-biased and parental allele-specific gene regulation by KDM6A

**DOI:** 10.1186/s13293-022-00452-0

**Published:** 2022-07-23

**Authors:** Wenxiu Ma, He Fang, Nicolas Pease, Galina N. Filippova, Christine M. Disteche, Joel B. Berletch

**Keywords:** Sex biases, Parent-of-origin, Allele-specific, Imprinting, Gene regulation, Development, Epigenetics, Histone methylation, Chromatin

## Abstract

**Background:**

KDM6A is a demethylase encoded by a gene with female-biased expression due to escape from X inactivation. Its main role is to facilitate gene expression through removal of the repressive H3K27me3 mark, with evidence of some additional histone demethylase-independent functions. *KDM6A* mutations have been implicated in congenital disorders such as Kabuki Syndrome, as well as in sex differences in cancer.

**Methods:**

*Kdm6a* was knocked out using CRISPR/Cas9 gene editing in F1 male and female mouse embryonic stem cells (ES) derived from reciprocal crosses between C57BL6 x *Mus castaneus*. Diploid and allelic RNA-seq analyses were done to compare gene expression between wild-type and *Kdm6a* knockout (KO) clones. The effects of *Kdm6a* KO on sex-biased gene expression were investigated by comparing gene expression between male and female ES cells. Changes in H3K27me3 enrichment and chromatin accessibility at promoter regions of genes with expression changes were characterized by ChIP-seq and ATAC-seq followed by diploid and allelic analyses.

**Results:**

We report that *Kdm6a* KO in male and female embryonic stem (ES) cells derived from F1 hybrid mice cause extensive gene dysregulation, disruption of sex biases, and specific parental allele effects. Among the dysregulated genes are candidate genes that may explain abnormal developmental features of Kabuki syndrome caused by *KDM6A* mutations in human. Strikingly, *Kdm6a* knockouts result in a decrease in sex-biased expression and in preferential downregulation of the maternal alleles of a number of genes. Most promoters of dysregulated genes show concordant epigenetic changes including gain of H3K27me3 and loss of chromatin accessibility, but there was less concordance when considering allelic changes.

**Conclusions:**

Our study reveals new sex-related roles of KDM6A in the regulation of developmental genes, the maintenance of sex-biased gene expression, and the differential expression of parental alleles.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-022-00452-0.

## Highlights

- The majority of KDM6A targets are regulated from one allele or the other with allelic downregulation showing a maternal allele bias.
- *Kdm6a* knockout affects genes that have been implicated in phenotypes of Kabuki syndrome caused by *KDM6A* mutations in human.
- KDM6A facilitates sex-biased gene expression, particularly female-biased expression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-022-00452-0.

## Introduction

Embryonic development is governed by specific patterns of epigenetic modifications to control gene expression. For example, timely activation of *Hox* gene expression via resolution of bivalency in early development is facilitated by the histone demethylase KDM6A that removes methylation at lysine 27 of histone H3 [1–4]. Activation of gene expression by KDM6A is implicated in many developmental pathways such as myogenesis, cardiac development, neural stem cell differentiation, and immune cell functions [5–9]. KDM6A can also enhance gene expression independent of its demethylase activity by association to chromatin remodeling complexes that acetylates H3K27 at active enhancers through recruitment of p300 to the MLL complex [10–12]. In addition to its major role in gene activation, evidence suggests that KDM6A can also act as a repressor of gene expression, highlighting the complexity of this protein [12, 13].

The higher level of KDM6A in female versus male mammals due to escape from X inactivation suggests a role in sex-specific gene regulation and in sex differences in health and disease [14–16]. *Kdm6a* modulates sex differences in autoimmunity and cancer, and more recently, it has been implicated in sex differences in Alzheimer’s disease [8, 17, 18]. KDM6A is encoded by a dosage-sensitive X-linked gene and has a Y-encoded homolog (UTY) that has little or no demethylase activity [19–21]. Knockout of *Kdm6a* is homozygous lethal in female mice, while a small number of runt males survive, suggesting that UTY partially compensates for loss of KDM6A possibly via demethylation-independent mechanisms [22].

We hypothesized that increased dosage of *Kdm6a* in females may lead to gene regulation of sex-biased genes and that differential expression of *Kdm6a* in male and female germline could potentially lead to parent-of-origin biased gene expression in the next generation. To address these possibilities, we investigated the role of KDM6A in sex-biased autosomal gene regulation as well as expression and epigenetic regulation of maternal and paternal alleles in mouse embryonic stem (ES) cells. *Kdm6a* knockouts (KO) were obtained by CRISPR/Cas9 approaches in ES cells derived from F1 hybrid mice from reciprocal crosses between C57BL/6 J (BL6) and *Mus castaneus* (*cast*) in which alleles can be distinguished based on SNPs. As measured by RNA-seq, sex-biased gene expression was markedly reduced following KO, with a preferential loss of female-biased expression. RNA-seq followed by allele-specific analyses revealed a subset of genes with parental allele-specific expression changes following *Kdm6a* KO, with more genes downregulated on maternal than paternal alleles.

### Methods

#### Cell lines

BC male (E14) hybrid ES cells as well as CB male hybrid ES cells derived from reciprocal crosses between C57BL/6 J and *Mus castaneus* were provided by J. Gribnau (Erasmus MC Rotterdam, NL). All ES cells were maintained in a humidified incubator at 37ºC and 5% CO_2_ in the presence of 1000 U/ml leukemia inhibitory factor (LIF) (Millipore) on a monolayer of inactivated mouse embryonic fibroblasts (MEFs) in ES media containing high glucose DMEM media supplemented with 15% fetal bovine serum (FBS), 1% non-essential amino acids, 10 mg/ml APS, 0.1 mM 2-mercaptoethanol and 25 mM L-glutamine. Medium with serum and LIF was preferred to medium containing MEK1/2 and GSK3β inhibitors (2i), which can lead to DNA methylation changes [23, 24]. Just prior to use, plates were enriched for ES cells by incubation on 0.1% gelatin coated dishes for 1 h to allow MEFs to attach, followed by transfer to fresh gelatin-coated plates for overnight culture. Following expansion, ES cells were split once (1:10) to further reduce potential MEF contamination.

### ES cell differentiation

For embryoid body (EB) formation, 2 × 10^6^ wt control and *Kdm6a*^*ΔE1*^ (see Fig. 1A and Additional file 1: Fig. S1 for definition of KO clones) cells were cultured on non-adherent bacterial culture dishes without LIF for 6 days, with media changed every two days. For retinoic acid induced neuronal differentiation, 1.2 × 10^6^ wt control and *Kdm6a*^*ΔE1*^ cells were grown on gelatin-coated tissue culture plates without LIF and in the presence of 1 μM all-trans retinoic acid for 8 days, with media changed every two days. Pictures were taken at the indicated time points using a Motic AE2000 camera.

**Fig. 1:**
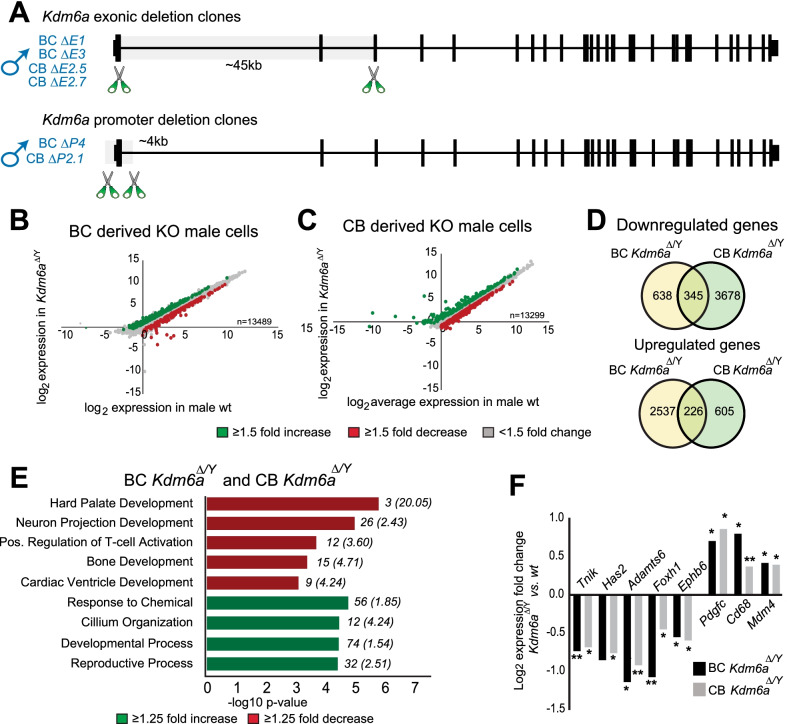
Global gene expression changes after *Kdm6a* KO in BC and CB clones. **A** Schematic illustrating the *Kdm6a* CRISPR deletions in BC and CB ES cells. Also included are clone identifiers (see Additional file 8). Exonic (*E*) deletion results in the loss of about 45 kb in length while the promoter (*P*) deletion results in a loss of about 4 kb in length. **B**, **C** Scatter plots of differential gene expression in three BC male *Kdm6a*^*Δ/Y*^ clones (*Kdm6a*^*ΔE1*^, *Kdm6a*^*ΔE3*^*,* and *Kdm6a*^*ΔP4*^) versus two male BC wt clones (**B**), and three CB male *Kdm6a *^*Δ/Y*^ clones (*Kdm6a*^*ΔE2.5*^, *Kdm6a*^*ΔE2.7*^*,* and *Kdm6a*^*ΔP2.1*^) versus two CB male wt clones (**C**). Log_2_ values of genes with > 1TPM in at least one replicate are shown. Downregulated DEGs are labeled in red, upregulated DEGs in green, and genes lacking differential expression in grey. DESeq2 was employed to identify differentially expressed genes (DEGs) in each cross using an FDR cutoff of < 0.05 and a ≥ 1.5 fold-change. **D** Venn diagrams of downregulated and upregulated genes as measured by a ≥ 1.25 fold change in log_2_ TPM in male BC and CB *Kdm6a*^*Δ/Y*^ clones versus wt. **E** GO analysis of dysregulated genes with a ≥ 1.25 fold change in log_2_ TPM found in common between the BC and CB crosses. Numbers in parentheses represent the fold enrichment over expected number of genes within a given biological process, while those not in parentheses represent the number of genes in each category. **F** Log_2_ expression fold changes for genes dysregulated in male *Kdm6a*^*Δ/Y*^ clones derived from BC and CB crosses. The genes shown are associated with processes implicated in phenotypes seen in Kabuki syndrome (*p ≤ 0.05; **p ≤ *0.01*; *Has2 p* = *.05*). See also Additional file 9

### CRISPR/Cas9 gene editing

We chose a dual sgRNA approach because of the capacity to create large deletions (Fig. 1A and Additional file 1: Fig. S1) [25]. In addition, two independent sets of sgRNAs were used to account for off target effects. First, plasmids containing sgRNAs located in exons 2 and 4 were used to delete ~ 45 kb, resulting in multiple stop codons in five of the six possible translation frames. Six-Frame translation analysis was used for in silico verification of newly acquired translation stop codons following *Kdm6a* targeting. For a second editing approach, we targeted the *Kdm6a* promoter region including exons 1 and 2. sgRNAs designed using the CHOPCHOP online tool were cloned into the CRISPR/Cas9 plasmid pX330 as described [26–28].

ES cells were transfected with sgRNAs containing CRISPR/Cas9 constructs and a plasmid carrying puromycin resistance (pPGKpuro) using UltraCruz® transfection reagent at a 3:1 CRISPR to pPGKpuro ratio in media with no antibiotics. Two days later, cells were selected for 48-72 h with 1 μg/ml puromycin in complete ES media. Cells were allowed to recover in media with antibiotics. Following recovery, cells were cloned into 96 well plates using serial dilutions. Clones were expanded and screened for deletions using PCR and Sanger sequencing. PCR analysis confirmed correct gene editing of exons 2–4 in BC male ES cell clones *Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE3*^ and CB male ES cell clones *Kdm6a*^*ΔE2.5*^ and *Kdm6a*^*ΔE2.7*^ (Additional file 1: Fig. S1). Note that BC clones *Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE3*^ were derived from a single CRISPR editing event. Indeed, Sanger sequencing showed that the deletion breakpoints in *Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE3*^ were identical, suggesting that the clones were derived from a single targeting event. PCR amplification and Sanger sequencing confirmed the predicted ~ 4 kb deletion of the promoter region in BC male ES cell clones *Kdm6a*^*ΔP4*^ and CB ES clone *Kdm6a*^*ΔP2.1*^ (Additional file 1: Fig. S1).

*Kdm6a* expression in *Kdm6a*^*ΔE*^ clones was assayed by RT-PCR using primers specific for regions inside the deletion (spanning exons 3–6) and regions downstream of the deletion (spanning exons 23–26). RT-PCR and RNA-seq analyses showed low-level expression of exons downstream of the deletion, but Western blot analysis showed complete ablation of the KDM6A protein, consistent with premature stop codons and published *Kdm6a* exon KO models (Additional file 1: Fig. S1) [21, 28]. RNA-seq and RT-PCR expression analyses verified the lack of *Kdm6a* expression in clones with a promoter deletion. Note that the small alternative transcript annotated in UCSC (http://genome.ucsc.edu/) was absent in *Kdm6a*^*ΔP*^ clones as shown by the lack of reads in this region.

### Reverse-transcription quantitative PCR

RNA was extracted from cells using Qiagen RNeasy mini kit followed by cDNA synthesis with the Promega GoScript reverse transcription kit. Relative transcript levels were determined using SYBR Green PCR master mix on the ABI 7900HT machine. All qRT-PCR assays were conducted in triplicates and normalized to *Actb*; the comparative CT method was used to analyze the data.

### Western blotting

Nuclear protein lysates were prepared using the NE-PER protein extraction kit according to manufacturer’s instructions. Protein immunoblots were done to confirm protein ablation in clones *Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE3*^. Concentrations were determined using the BCA protein assay kit. Equal concentrations of protein lysates were loaded onto SDS-PAGE gels, Tris–glycine 8%. Proteins were transferred to nitrocellulose membranes in Tris–glycine plus methanol buffer overnight at 4 °C. After blocking with Tris-buffered saline (TBS), 0.1% Tween-20, 5% nonfat dry milk for 1 h at room temperature, membranes were incubated at 4 °C overnight with the primary antibody: rabbit polyclonal antibody against KDM6A (1:3000) (Bethyl Laboratories). After primary antibody incubation, immunoblots were incubated with HRP-conjugated secondary antibodies (1:10,000) and visualized by chemiluminescence. Ponceau S staining of total protein served as a loading control.

### Sanger sequencing

All plasmid, gDNA and cDNA lysates used for Sanger sequencing were made using Qiagen PCR purification columns. All reactions were prepared and submitted according to the protocols provided by Eurofin Genomics (www.operon.com).

### RNA-seq with diploid analysis

Bulk RNA-seq indexed libraries were prepared using Illumina TruSeq RNA sample preparation kit V2. All libraries were generated from 1 µg of total RNA starting material prior to mRNA isolation. For BC derived ES cells libraries were prepared from two biological replicates from wt male controls and three *Kdm6a*^*Δ/Y*^ male clones. For CB derived ES cells libraries were prepared from two biological replicates from wt controls and three *Kdm6a*^*Δ/Y*^ clones. cDNA libraries were constructed for analysis on a NextSeq sequencer and 75 bp single-end reads were generated. Diploid gene expression was estimated using Tophat/v2.0.14 [29] with default parameters and gene-level expression was normalized using TPM (transcripts per kilobase of exon length per million mapped reads). Differentially expressed genes were determined using DESeq2 analysis [30] with a false discovery rate (FDR) threshold of 0.05 and a fold-change cutoff of 1.5. Gene ontology (GO) analysis was done using Panther Gene Ontology or DAVID GO [31–33]. Sex-biased gene expression in BC cells was determined by comparing female and male wt cells. Genes with ≥ twofold TPM expression differences (*p* ≤ 0.05; student’s *t*-test) were considered sex-biased. A gain of sex-biased expression was defined as a ≥ twofold TPM expression differences and a *p* ≤ 0.05 (student’s *t*-test) following KO. A summary of RNA-seq mapping metrics is shown in Additional file 14: Table S14. For analysis of sex-biased expression in CB cells, data from GSE90516 was re-analyzed to determine sex-biased genes in CB wt female and male cells [34]. Comparisons to CB *Kdm6a* KO cells were made following a quantile normalization.

### RNA-seq with allele-specific analysis

To estimate allele-specific gene expression in hybrid cells, a “pseudo-*castaneus*” genome was first assembled by substituting known heterozygous SNPs of *cast* (obtained from Sanger Institute 2015/May, version 5 [35]) into the BL6 mm10 reference genome. RNA-seq reads were mapped using bowtie/v2.2.5 [36] to the genome and transcriptome of both the BL6 and the pseudo-*cast* genomes. Only those reads that mapped uniquely and with a high-quality mapping score (MAPQ ≥ 30) to either the BL6 or pseudo-*cast* genomes were kept for further analyses. As previously described, all uniquely mapped and high-quality (MAPQ ≥ 30) reads were segregated into three categories: (1) BL6-SNP reads containing only BL6-specific SNP(s); (2) *cast*-SNP reads containing only *cast*-specific SNP(s); (3) allele-uncertain reads, that is, reads that do not contain valid SNPs (Additional file 14: Table S14) [37]. This resulted in ~ 11% and ~ 9% of reads mapped uniquely to the BL6 allele and the *cast* allele, respectively (Additional file 14: Table S14). For each gene $$i$$, denote the number of exonic BL6-SNP reads and *cast*-SNP reads be $${n}_{i0}$$ and $${n}_{i1}$$, respectively. The BL6-allele expression proportion for gene $$i$$ was then calculated as $${p}_{i0}={n}_{i0}/\left({n}_{i0}+ {n}_{i1}\right)$$. To account for the mapping biases between the BL6 and the *cast* alleles, the BL6-allele expression proportion was further adjusted using the average BL6-allele mapping ratio of all autosomal genes $${r}_{m}={N}_{A0}/{N}_{A1}$$, where $${N}_{A0}$$ and $${N}_{A1}$$ are the number of allele-specific autosomal reads in the BL6 genome and the *cast* genome, respectively. Specifically, the adjusted BL6-allele expression proportion is $$\widehat{{p}_{i0}}={n}_{i0}/\left({n}_{i0}+ {{r}_{m}n}_{i1}\right)$$. We assume that the diploid TPM value of gene $$i$$ is the sum of haploid TPM values from the BL6-allele and the *cast*-allele. Thus, the BL6-allele TPM is estimated as $${\mathrm{TPM}}_{i0}= \widehat{{p}_{i0}}{\mathrm{TPM}}_{i}$$, while the *cast*-allele TPM is estimated as $${\mathrm{TPM}}_{i1}= {\left(1-\widehat{{p}_{i0}}\right)\mathrm{TPM}}_{i}$$. Samples derived from the CB cross were analyzed in a similar manner with the BL6- and pseudo-*cast* reference genomes switched between the maternal and paternal alleles.

Allele-specific differential gene expression was detected using DESeq2 with similar parameters as described in the above diploid DESeq2 analysis [30]. Post filtering of allele-specific expression levels was done to remove genes with estimated allelic expression < 1TPM. Allele-specific DEGs were first identified on the maternal and paternal alleles separately, using the corresponding allelic RNA-seq read counts. Next, allelic downregulated DEGs were categorized into three groups: genes downregulated specifically on the maternal allele (Group A), genes downregulated specifically on the paternal allele (group B), and genes downregulated from both alleles (Group C). Allelic upregulated DEGs were similarly categorized into Groups D, E, and F as described in the main text. Note that our allele-specific RNA-seq analyses were performed independently from the diploid RNA-seq analyses, therefore the resulting allelic DEG list does not completely overlap with the diploid DEG list. For example, one gene could be upregulated from the maternal allele and downregulated from the paternal allele and therefore not identified as a diploid DEG.

### ATAC-seq with allele-specific analysis

ATAC-seq was done on wt male ES cells from reciprocal crosses and on clones *Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE2.5*^ as previously described [38]. Data were generated from libraries using a NextSeq sequencer to obtain 75 bp paired-end reads. ATAC-seq reads were mapped to the BL6 genome and the pseudo-*cast* genome, separately, using bwa/ 0.7.12 [39]. Uniquely mapped reads with a high-quality mapping score (MAPQ ≥ 30) to either the BL6 or the pseudo-*cast* genome were kept for the following analyses. To assist the allele-specific analysis, ATAC-seq reads were first classified as BL6-SNP reads, *cast*-SNP reads, or allele-uncertain reads, as described in the RNA-seq analysis. As long as one-end of the paired-end read was allele-certain, then the pair was assigned to the same allele. Read pairs with two ends assigned to different alleles were discarded from further analysis. In the following text, we refer to paired-end reads simply as “reads”. Duplicate reads were removed using the MarkDuplicates function in Picard/v2.14.1. To evaluate DNA accessibility of genes transcribed on the maternal- and paternal-alleles, allelic ATAC-seq read coverage were calculated at promoter regions (2 kb upstream and downstream of TSSs). Quantile normalization was used to minimize allele biases and batch differences between cell lines derived from reciprocal crosses by assuming that the promoter read coverage has a similar distribution between alleles and cell lines.

### ChIP-seq with allelic-specific analyses

H3K27me ChIP-seq was performed on wt male ES cells from reciprocal crosses and on clones *Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE2.5*^ as previously described [40]. ChIP libraries were prepared using the TruSeq V2 DNA preparation kit and matching input controls were sequenced by a NextSeq sequencer to produce 75 bp paired-end reads. Similar to ATAC-seq analysis (see above), ChIP-seq reads were mapped to the BL6 genome and the pseudo-*cast* genome separately, then uniquely mapped reads with high-quality mapping scores were assigned to the correct allele. Allelic promoter (± 2 kb of the TSS) coverage was scaled according to the sequencing depth and then normalized by the input control. To account for potential sequencing depth biases and allele differences, a quantile normalization method was applied (see above).

## Results

### *Kdm6a* KO in mouse ES cells results in expression changes in developmentally important genes

*Kdm6a* was edited using CRISPR/Cas9 in F1 male ES cells derived either from a cross between BL6 x *cast* (BC) or from the reciprocal cross *cast* x B6 (CB), in which alleles can be distinguished using SNPs (Fig. 1A and Additional file 1: Fig. S1) [41]. We derived stable *Kdm6a*-targeted ES cell clones from both BC and CB crosses by inducing either a deletion between exons 2 and 4 (*ΔE*) or a deletion of exons 1 and 2 in the promoter region (*ΔP*) (Fig. 1A and Additional file 1: Fig. S1A-D and Additional file 8: Table S8A). We verified editing and loss of protein in seven *Kdm6a* KO clones, including three male hemizygous clones from the BC cross, hereafter called BC *Kdm6a*^*Δ/Y*^ (if all three clones *Kdm6a*^*ΔE1*^*, Kdm6a*^*ΔE3*^, *Kdm6a*^*ΔP4*^ are included), and three male hemizygous clones from the CB cross, hereafter called CB *Kdm6a*^*Δ/Y*^ (if all three clones *Kdm6a*^*ΔE2.5*^*, Kdm6a*^*ΔE2.7*^, *Kdm6a*^*ΔP2.1*^ are included) (Fig. 1A and Additional file 1: Fig. S1A-E and Additional file 8: Table S8A). 

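RNA-seq gave the level of the edited gene in each clone, in TPM computed here from the fragments that the authors counted on each gene. *Kdm6a* lies on the plus strand of the X chromosome of GRCm38 from 18162575 to 18279936. It was at 49.7 and 51.2 TPM in the male BC wt replicates, a mean of 50.5 ± 1.05 TPM (SD, n = 2). The level was 11.6 TPM in clone ΔE1, 13.5 TPM in ΔE3 and 0.044 TPM in ΔP4. In the CB cross, the mean of the wt replicates was 51.3 ± 0.491 TPM (SD, n = 2), against 2.07 TPM in ΔE2.5, 7.26 TPM in ΔE2.7 and 0.0364 TPM in ΔP2.1. Every KO clone was below both wt replicates of its cross. Fragments were counted over the whole gene, so exons outside a deletion add to the value of an exonic clone. The log2 fold change between KO and wt was -2.60 in BC (standard error 1.30, adjusted p = 0.51 from the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment over all tested genes). In CB it was -3.95 (standard error 1.25, adjusted p = 0.19 from the same edgeR test). With each KO clone left out in turn, it stayed between -3.13 and -2.02 in BC and between -5.52 and -3.37 in CB. Fragments that hold a SNP were assigned to the maternal allele 901 and 1124 times in the BC wt replicates, 226 times in ΔE1, 269 times in ΔE3 and 0 times in ΔP4.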

An off-target 314 kb deletion of three adjacent genes (*Sh3kbp1, Map3k15, Pdha1*) was identified in clones *Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE3*^, consistent with a common origin of these lines (Additional file 1: Fig. S1F). These genes were excluded in DEG analysis when considering expression changes between BC wt clones and BC *Kdm6a*^*Δ/Y*^ clones. 

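The expression of the 3 adjacent genes follows the deletion. *Sh3kbp1* starts at position 159627272 of the X chromosome and *Pdha1* ends at position 160138413, with *Map3k15* between them. *Pdha1* was at 334 and 358 TPM in the male BC wt replicates, and at 0.216 TPM in ΔE1, 0.725 TPM in ΔE3 and 383 TPM in ΔP4. *Map3k15* was at 9.02 and 9.41 TPM in the same wt replicates, at 0 TPM in ΔE1, 0.0469 TPM in ΔE3 and 15.6 TPM in ΔP4. *Sh3kbp1* was at 2.57 and 2.26 TPM in wt, at 0.24 TPM in ΔE1, 0.315 TPM in ΔE3 and 2.07 TPM in ΔP4. The paper states that ΔE1 and ΔE3 come from a single editing event, as their *Kdm6a* breakpoints were identical, and finds the shared deletion compatible with this. That leaves 2 editing events among the 3 BC KO clones. The tests here nonetheless treat the 3 clones as separate replicates.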

We also isolated control male ES cell clones (hereafter called CRISPR-controls) derived from the BC cross, which were subject to the CRISPR/Cas9 treatment but did not exhibit a deletion of *Kdm6a* (Additional file 8: Table S8A).

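Bulk RNA-seq was analysed for 12 samples of F1 hybrid mouse ES cells, pluripotent cells whose chromosome sets come from the BL6 and cast mouse strains. The mother is BL6 in BC cells and cast in CB cells. The samples were male BC wt (n = 2), the male BC KO clones ΔE1, ΔE3 and ΔP4 (n = 3), female BC wt (n = 2), male CB wt (n = 2) and the male CB KO clones ΔE2.5, ΔE2.7 and ΔP2.1 (n = 3). ΔE clones carry an exonic deletion and ΔP clones a promoter deletion. The authors mapped the single-end reads to the BL6 genome and to a pseudo-cast genome, kept uniquely mapped reads of high mapping quality, and deposited estimated fragment counts for each gene without normalization or pooling of replicates. The diploid counts used here are those of reads mapped to either genome. Between 68457338 and 89070402 diploid fragments were counted per BC sample and between 49975599 and 53407103 per CB sample. Of the 24346 genes, 23310 were matched by symbol to the GENCODE annotation of GRCm38, and the 1036 others were given the median transcript length of 2286 bp. TPM values were computed from the diploid counts and the length of the longest transcript with a RefSeq match. That choice of length was made after the counts had been seen, because it followed the TPM values of the authors most closely. Replicates of wt differed by more than counting noise, with a mean chi-square per gene of 32.8 for male BC, 15.9 for female BC and 26.8 for CB, where counting noise alone gives 1. The medians were 2.78, 1.88 and 0.70, so a minority of genes raises the means, most of all in CB. The reference of 1 holds for the mean, and counting noise alone gives a lower median. Pairs of KO clones differed more, with means from 72.2 to 144 and medians from 7.26 to 18.9.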

RNA-seq analysis was done to compare gene expression between wild-type (wt) and *Kdm6a* KO clones derived from the BC and CB crosses. Using principal component analysis and hierarchal clustering based on expression values for all transcribed genes, wt clones segregated from KO clones (Additional file 2: Fig. S2A, B). 

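Principal component (PC) analysis was run here on log2(TPM + 1) of the genes above 1 TPM in at least 1 of the samples included. Within the male BC samples, PC1 held 45.0% of the variance over 13800 genes. The wt replicates scored 19.9 and 15.8 on it, and the KO clones -1.57 (ΔE1), -35.3 (ΔE3) and 1.13 (ΔP4). Within the CB samples, PC1 held 51.1% of the variance over 13786 genes. The CB wt replicates scored 21.9 and 21.2, against -28.1 for ΔE2.5, -21.4 for ΔE2.7 and 6.52 for ΔP2.1. Both wt replicates thus lay on one side of every KO clone in each cross. Across genes, which are not independent replicates, Pearson's r between wt replicates was 0.997 in male BC and 0.998 in CB. Between wt samples and KO clones it was 0.981 to 0.991 in BC and 0.983 to 0.989 in CB, and between KO clones 0.983 to 0.986 in BC and 0.983 to 0.989 in CB. The KO clones thus differed from one another about as much as from wt. The PC1 share moved most in BC with the restriction to the 500 most variable genes, to 54.4%, and in CB with a pseudocount of 0.1, to 46.5%.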

The CB lines clustered away from the BC lines, likely due to parental strain-specific differences including the presence of an actin-GFP transgene in the wt CB line available to us. 

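When all 12 samples were analysed together over 14666 genes, PC1 held 53.5% of the variance and PC2 26.3%. The CB samples scored from -50.6 to -34.0 on PC1, the male BC samples from 10.3 to 29.0, and the female BC wt samples 66.9 and 67.1. Pearson's r across genes between male BC wt and CB wt samples was 0.952 to 0.953, below every value within a cross between male samples. Between male and female BC wt it was 0.942 to 0.943. In the male BC samples and the exonic CB clones, the allele share on chromosome 1 lay away from that of most other autosomes. In the male BC wt replicates and ΔP4, the BL6 share on chromosome 8 did so too, at 66.8%, 67.1% and 67.7%. Whether these shifts add to the separation of the crosses was not tested.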

DESeq2 was employed to identify differentially expressed genes (DEGs) in each cross using an FDR cutoff of < 0.05 and a ≥ 1.5 fold-change [30]. 

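Here the estimated fragment counts were rounded and tested with the quasi-likelihood test of edgeR after TMM normalization, with the thresholds of the paper on FDR and fold change and Benjamini-Hochberg adjustment. Genes above 1 TPM in at least 1 sample of the cross were tested, 13797 in BC, where *Sh3kbp1*, *Map3k15* and *Pdha1* were left out, and 13786 in CB. DESeq2 was run on the same genes as an alternative. Both were tested on simulated counts of 2 and 3 samples with 200 of 13800 genes changed and a dispersion of 0.02. Each recovered 100% of the changed genes, and edgeR called 10 of the unchanged ones and DESeq2 14. The simulated wt and KO samples had the same dispersion, and genes with the lowest counts were never changed. In the data, the KO clones differed from one another more than the wt replicates did. The simulation therefore does not give the power in the data, where edgeR did not call the edited gene *Kdm6a*. A gene that edgeR did not call can still have changed. In the data, the 2 methods gave different numbers of DEGs, and both are reported for each cross.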

*Kdm6a* KO did not lead to reduced expression of pluripotency and self-renewal genes, confirming that KDM6A is not necessary to maintain pluripotency, nor did the editing process induce ES cell differentiation (Additional file 2: Fig. S2C) [42]. 

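The expression of 6 pluripotency and self-renewal genes was compared. In BC, *Nanog* was at 214 ± 18.6 TPM in wt (SD, n = 2) and 384 ± 87.4 TPM in KO (SD, n = 3), a log2 fold change of 0.80 (standard error 0.20, adjusted p = 0.34 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Pou5f1* was at 2794 ± 29.4 TPM in BC wt (SD, n = 2) and 2606 ± 406 TPM in KO (SD, n = 3), a difference smaller than the spread between KO clones. The log2 fold changes of the 6 genes ranged from -0.14 for *Pou5f1* to 0.80 in BC, with *Sox2* at 0.10, *Stat3* at 0.19, *Fut4* at 0.27 and *Cd9* at 0.28. In CB they ranged from -0.37 for *Fut4* to 0.69 for *Sox2*, with *Cd9* at -0.33, *Nanog* at -0.05, *Pou5f1* at 0.28 and *Stat3* at 0.52. The sign for *Nanog* in CB depended on the clone, from -0.50 to 0.18 with each KO clone left out in turn. Adjusted over all tested genes, edgeR called 0 of the 6 in either cross. Adjusted over the 6 genes alone, 1 had an adjusted p under 0.05 in BC and 3 in CB. With DESeq2, the adjusted p was under 0.05 for 1 gene in BC (*Nanog*, 0.021) and for 3 in CB (*Sox2*, *Stat3* and *Pou5f1*, the largest at 0.048), all of them higher in KO.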

Consistent with previous reports, differentiation kinetics for clone *Kdm6a*^*ΔE1*^ compared to wt showed slower formation of embryoid bodies and delayed appearance of neuronal cells after retinoic acid treatment (Additional file 2: Fig. S2D) [43, 44].

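Of 13797 genes tested between the male BC KO clones and wt, the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 3 lower and 1 higher in KO at an FDR under 0.05 and a change of at least 1.5-fold. Without adjustment, 1523 genes had p under 0.05, of which 287 were lower and 534 higher by at least 1.5-fold. These became 286 and 551 with median centring, 329 and 429 with quantile normalization and 192 and 708 on the scale of the authors' TPM values. The size of the excess of higher genes thus depended on the scaling. The alternative that moved the counts of DEGs most was DESeq2, which called 105 genes lower and 155 higher. Under the other alternatives with every clone included, edgeR called 2 to 32 genes lower and 1 to 26 higher, the most when all 12 samples were used to estimate the variance. The genes called lower were *Rian* (log2 fold change -5.92, standard error 0.24, adjusted p = 5.7e-04), *Mirg* (-5.74, standard error 0.39, adjusted p = 0.0097) and *Meg3* (-5.65, standard error 0.40, adjusted p = 0.0097). In BC wt these genes were at 5.57% to 9.10% of their level in female BC cells. *Lama1* was higher by a log2 fold change of 1.38 (standard error 0.11, adjusted p = 0.018 from edgeR). The next largest decreases that DESeq2 called with every KO clone below wt were *Xlr3a* (log2 fold change -4.73) and *Xlr3b* (-3.41). Its largest increases were *BC064078* (2.04), *Lrrc48* (1.67), *Ubap1l* (1.62), *Cited4* (1.60) and *Slc16a9* (1.58). Of the genes in the lists of the paper that were tested here, all 195 lower and all 333 higher genes changed in the direction the paper reports. The paper called these genes in the same samples, so this outcome was largely fixed in advance.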

In the BC cross, 195 downregulated and 334 upregulated DEGs were identified in the three male KO clones (*Kdm6a*^*Δ/Y*^) compared to the two male wt clones (Fig. 1B; Additional file 9: Table S9A). As expected, downregulated DEGs included known KDM6A targets, which were confirmed by qPCR and RT-PCR (Additional file 2: Fig. S2E, F). 

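The 8 known targets were *Wt1*, *Bcar3*, *Foxh1*, *Dnmt3a*, *Sox3*, *Hsd17b11*, *Vrtn* and *Sall2*. All 8 were lower in KO, with log2 fold changes from -2.11 to -0.99. *Vrtn*, on chromosome 12 of GRCm38 from 84641019 to 84651455, was at 32.3 ± 0.107 TPM in BC wt (SD, n = 2) and 7.73 ± 3.64 TPM in KO (SD, n = 3), the largest decrease of the 8. Its log2 fold change was -2.11 (standard error 0.38, adjusted p = 0.29 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Hsd17b11*, on chromosome 5 from 103989762 to 104021919, was at 43.5 TPM in wt and 17.6 ± 3.50 TPM in KO (SD, n = 3), a log2 fold change of -1.35 (standard error 0.17, adjusted p = 0.12 from edgeR). *Dnmt3a*, on chromosome 12 from 3806007 to 3914443, fell from 150 ± 12.0 TPM (SD, n = 2) to 75.3 ± 7.14 TPM (SD, n = 3), a log2 fold change of -1.03 (standard error 0.12, adjusted p = 0.12 from edgeR). *Sox3*, on the X chromosome from 60891366 to 60893430, had a log2 fold change of -1.31, *Wt1*, on chromosome 2 from 105126529 to 105173616, of -1.23, and *Sall2*, on chromosome 14 from 52311172 to 52328762, of -1.22. For *Foxh1*, on chromosome 15 from 76668225 to 76669948, it was -1.15, and for *Bcar3*, on chromosome 3 from 122294136 to 122530191, -0.99. The edgeR adjusted p values of the 8 genes over all tested genes were between 0.118 and 0.301, so 0 were called, although each had an unadjusted p under 0.05. Adjusted over the 8 genes alone, 8 were under 0.05, the smallest at 0.00031, but the list consists of genes the paper called in these samples. With DESeq2, 8 of 8 were called, with adjusted p between 7.0e-10 and 0.00243.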

There did not appear to be a preference for autosomal genes (~ 4%) or sex-linked genes (~ 5%). 

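Among the tested genes, edgeR called 4 of 12838 autosomal genes (0.0312%) and 0 of 476 sex-linked genes (two-sided Fisher's exact p = 1.0), too few to compare the shares. DESeq2 called 234 autosomal genes (1.82%) and 16 sex-linked genes (3.36%), a larger share of the sex-linked genes (two-sided Fisher's exact p = 0.0235). DESeq2 was added to this comparison after the data had been seen. Over its alternatives, the Fisher p in BC ranged from 0.0198 to 1.0.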

After applying our expression fold change threshold and FDR cutoff to a previously published dataset derived from a *Kdm6a* KO in a male mouse ES line derived from an independent BC cross, we found good concordance with our results for 40% of downregulated and 31% of upregulated DEGs (Additional file 9: Table S9B) [12].

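In the CB comparison of 13786 genes, the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes lower and 0 higher, and the smallest adjusted p was 0.108. Without adjustment, 2832 genes had p under 0.05, with 549 lower and 329 higher by at least 1.5-fold. These became 420 and 426 with median centring, 423 and 406 with quantile normalization and 1157 and 141 on the scale of the authors' TPM values, so the excess of lower genes depended on the scaling. DESeq2 called 340 lower and 159 higher. The edgeR counts depended most on the promoter clone. Without ΔP2.1, edgeR called 566 genes lower and 362 higher, while leaving out either exonic clone gave 0 genes in each direction. The largest decreases that DESeq2 called with every KO clone below wt were *Eif2s3y* (log2 fold change -3.47), *Cyp1a1* (-2.62), *Ackr4* (-2.12), *Btn1a1* (-1.97) and *Mab21l2* (-1.65). The largest increases were *Lipc* (3.15), *Napsa* (2.701), *C1qtnf9* (2.47), *Egr1* (2.33) and *Zbtb7c* (2.32). Chromosome 1 as a whole was higher in ΔE2.5 and ΔE2.7 than in wt, by a median log2 change of 0.47 and 0.42. Of the genes in the paper's CB lists that were tested here, all 332 lower and all 212 higher genes changed in the direction the paper reports. Those lists too come from the same samples, so their direction could hardly differ.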

In the CB cross, we identified 334 downregulated and 213 upregulated DEGs in the three male KO *Kdm6a*^*Δ/Y*^ clones compared to two wt clones (Fig. 1C; Additional file 9: Table S9C). 

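In the CB cross, edgeR called none of the 12825 autosomal and 476 sex-linked genes tested. With DESeq2, added to this comparison after the data had been seen, 465 autosomal genes (3.63%) and 20 sex-linked genes (4.20%) were called, shares that did not differ (two-sided Fisher's exact p = 0.532).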

Again, there did not appear to be a preference for autosomal genes (~ 4%) or sex-linked genes (~ 4%). 

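For the overlap between crosses, the 13291 genes tested in both were used. The edgeR calls shared 0 genes in either direction, as CB had none. With DESeq2, added for this comparison after the data had been seen, 97 genes were lower in BC and 314 in CB, and 4 were lower in both, 0.983% of all genes lower in either cross. These were *Bcar3*, *Hsd17b11*, *Snx24* and *Treml2*. An overlap of 2.29 genes would arise by chance (exact hypergeometric p = 0.197). Of the 147 genes higher in BC and the 158 higher in CB, 7 were higher in both (2.35%), against 1.75 expected by chance (exact hypergeometric p = 0.00186). Of the genes that DESeq2 called lower in BC, 43 (44.3%) had a lower value in CB, and of those called higher in BC, 61 (41.5%) had a higher value in CB.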

Surprisingly, the lists of DEGs differed between the CB and BC KO clones, with only 1% downregulated and 6% upregulated DEGs in common (Additional file 2: Fig. S2G and Additional file 9: Table S9A, C). Indeed, of the eight known KDM6A targets confirmed in the BC cross, only *Bcar3* and *Hsd17b11* were called as DEGs in the CB cross. This low degree of overlap was also observed when published data from a KO line from an independent BC cross was compared to the CB KO clones (11% downregulated and 8% upregulated DEGs) [12]. 

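In CB, *Bcar3* was at 50.8 ± 0.175 TPM in wt (SD, n = 2) and 28.4 ± 4.02 TPM in KO (SD, n = 3), a log2 fold change of -0.76 (standard error 0.12, adjusted p = 0.13 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Hsd17b11* was at 70.2 ± 2.15 TPM in wt (SD, n = 2) and 41.0 ± 2.52 TPM in KO (SD, n = 3), a log2 fold change of -0.70 (standard error 0.09, adjusted p = 0.11 from edgeR). Both decreases were larger than the spread between clones. *Foxh1* fell from 178 ± 1.67 TPM (SD, n = 2) to 139 ± 9.00 TPM (SD, n = 3), a log2 fold change of -0.28. The other 5 targets had positive edgeR log2 fold changes, of 0.01 for *Dnmt3a*, 0.06 for *Sox3*, 0.25 for *Wt1*, 0.32 for *Sall2* and 0.36 for *Vrtn*. For *Dnmt3a* and *Sox3* the mean TPM was nonetheless slightly lower in KO than in wt. For *Dnmt3a*, *Sox3* and *Wt1* the sign changed when clones were left out in turn, with ranges of -0.21 to 0.24, -0.18 to 0.24 and -0.17 to 0.58, and for *Dnmt3a* also under quantile normalization (-0.08). The edgeR test adjusted over all tested genes called 0 of the 8 targets in CB, with adjusted p from 0.108 to 0.989, and 4 had an adjusted p under 0.05 when the adjustment covered the 8 genes alone. With DESeq2, *Bcar3*, *Hsd17b11* and *Vrtn* had an adjusted p under 0.05 in CB, and *Vrtn* was higher in KO (adjusted p = 0.050).

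**Figure D1:**
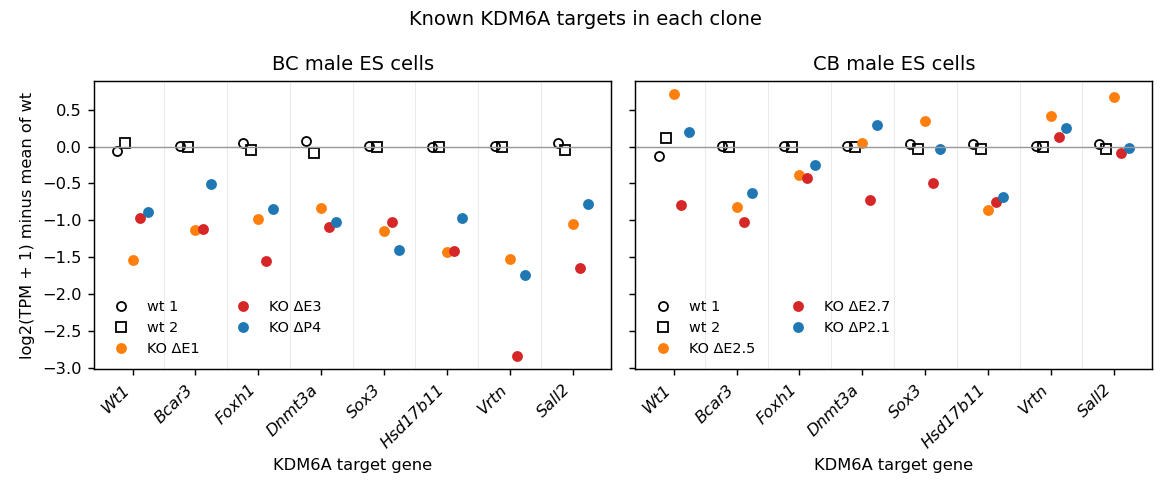
Known KDM6A targets in each male BC clone (left) and CB clone (right). The y axis is log2(TPM + 1) minus the mean of the wt replicates of the cross, open symbols are wt replicates and filled symbols KO clones. In BC every KO clone lies below wt for the 8 genes, while in CB this holds for Bcar3, Foxh1 and Hsd17b11.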

The discrepancy in DEGs may be due to parental strain differences. 

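The effect of the KO was also tested over both crosses together and compared between them. With the cross as a term in the model, the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 0 of 14292 genes, while 1437 had an unadjusted p under 0.05. DESeq2 called 44 lower and 38 higher. The test of a difference in KO effect between the crosses called 9 genes, 2 with a lower and 7 with a higher log2 fold change in CB than in BC, and 2392 genes had an unadjusted p under 0.05. DESeq2 moved this count most, to 555.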

The low concordance between the CB and BC KO clones prompted us to use a less stringent approach and simply compare the lists of genes with a ≥ 1.25 fold change in TPM value between male KO and wt clones. 

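The fold change in mean TPM between KO and wt was computed for the 13291 genes above 1 TPM in both crosses. In BC, 1182 genes were lower and 2619 higher by at least 1.25-fold, and in CB 3061 were lower and 1303 higher. With quantile normalization these were 1522 and 2002 in BC and 1895 and 2085 in CB, and with ratios centred on their median 1498 and 2178 in BC and 2380 and 1739 in CB, so the excess of lower genes in CB depended on the scaling. Of the genes counted first, 319 were lower and 315 higher in both crosses. By chance, 233 lower and 214 higher genes would be shared (exact hypergeometric p = 1.1e-10 and 2.2e-14, across genes, which are not independent replicates). The median log2 ratio of all genes was 0.0523 in BC and -0.0687 in CB, so the thresholds were not symmetric around the typical gene. Leaving out the filter on low values moved the shared counts most, to 938 lower and 1350 higher. When every KO clone also had to lie beyond both wt replicates, 161 genes were lower and 117 higher in both crosses. By chance, 135 lower and 89.1 higher genes would then be shared (exact hypergeometric p = 0.0063 and 0.0010, across genes). The excess over chance was thus smaller where the clones had to agree.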

Using this approach we identified 345 downregulated and 226 upregulated genes shared between the reciprocal crosses (Fig. 1D; Additional file 9: Table S9D, E). These genes include six known KDM6A targets including *Wt1*, *Bcar3, Foxh1, Dnmt3a, Sox3,* and *Hsd17b11*.

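Of these genes, *Bcar3*, *Hsd17b11* and *Foxh1* were lower by at least 1.25-fold in mean TPM in both crosses. The ratio of KO to wt was 0.521 in BC and 0.56 in CB for *Bcar3*, 0.405 and 0.584 for *Hsd17b11*, and 0.465 and 0.781 for *Foxh1*. *Wt1*, *Dnmt3a* and *Sox3* passed the threshold in BC, with ratios of 0.441, 0.502 and 0.413. In CB their ratios were 1.13, 0.955 and 0.986, and the SDs between KO clones were larger than the differences from wt. *Wt1* in CB was at 9.40 ± 1.25 TPM in wt (SD, n = 2) and 10.6 ± 5.51 TPM in KO (SD, n = 3).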

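*Adamts6*, on chromosome 13 of GRCm38 from 104287835 to 104496695, was at 1.58 TPM in BC wt and 0.701 TPM in KO, a log2 fold change of -1.22 (standard error 0.40, adjusted p = 0.36 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In CB it was at 2.78 TPM in wt and 1.57 TPM in KO, a log2 fold change of -0.75 (standard error 0.19, adjusted p = 0.17 from edgeR). Like *Foxh1*, it was lower in every KO clone than in both wt replicates of its cross. With DESeq2 its adjusted p was 0.15 in BC and 0.034 in CB.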

GO terms for downregulated genes common to BC and CB KO clones (≥ 1.25 TPM fold change) are enriched in cardiac ventricle development (e.g. *Foxh1* and *Adamts6*), consistent with heart malformations observed in utero in *Kdm6a* KO mice (Fig. 1E) [21, 43]. 

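*Has2*, on chromosome 15 of GRCm38 from 56665627 to 56694539, was at 5.15 TPM in BC wt and 2.79 ± 0.946 TPM in KO (SD, n = 3), and at 19.6 ± 1.09 TPM in CB wt (SD, n = 2) and 12.3 ± 2.09 TPM in KO (SD, n = 3). Its log2 fold change was -0.93 in BC (standard error 0.30, adjusted p = 0.36 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.59 in CB (standard error 0.16, adjusted p = 0.17 from edgeR). *Cbfb*, on chromosome 8 from 105170674 to 105217989, was at 107 TPM in BC wt, 62.2 TPM in ΔE1, 61.3 TPM in ΔE3 and 87.9 TPM in ΔP4, a log2 fold change of -0.65 (standard error 0.16, adjusted p = 0.33 from edgeR). Relative to the other autosomes, the genes of chromosome 8 as a whole were lower in ΔE1 and ΔE3, by a median log2 change of -0.46 and -0.49, and not in ΔP4 (0.02). In CB, *Cbfb* was at 86.4 ± 1.59 TPM in wt (SD, n = 2) and 73.7 ± 7.96 TPM in KO (SD, n = 3), a ratio of 0.853 that falls short of a 1.25-fold decrease.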

Interestingly, the GO terms bone development (e.g. *Has2*) and hard palate development (e.g. *Cbfb*) are also highlighted, consistent with high-arched palate and other distinctive bone and facial features observed in Kabuki type 2 syndrome caused by *KDM6A* mutations in human (Fig. 1D, E) [45–48]. There is also decreased expression of *Nes*, a KDM6A target gene identified in neural crest cells that contribute to patterning and formation of all anterior facial bone and cartilage (Additional file 9: Table S9D) [10]. 

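*Nes*, on chromosome 3 of GRCm38 from 87971078 to 87980451, was at 22.2 ± 2.84 TPM in BC wt (SD, n = 2) and 13.9 ± 7.75 TPM in KO (SD, n = 3), a ratio of 0.629. In CB it was at 94.7 ± 1.97 TPM in wt (SD, n = 2) and 65.1 ± 28.5 TPM in KO (SD, n = 3), a ratio of 0.688. The spread between KO clones was near the size of the decrease in both crosses. The log2 fold change was -0.72 in BC (standard error 0.44, adjusted p = 0.59 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), between -1.11 and -0.36 with each KO clone left out in turn, and -0.47 in CB (standard error 0.38, adjusted p = 0.50 from edgeR).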

Some of the downregulated genes in KO clones are associated with regulation of T-cell activation (e.g. *Ephb6*) and neuron projection development (e.g. *Tnik*), consistent with autoimmune disorders and neurological issues in Kabuki syndrome (Fig. 1E, F) [48]. 

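*Ephb6*, on chromosome 6 of GRCm38 from 41605482 to 41620509, fell from 4.09 ± 0.0758 TPM (SD, n = 2) to 2.73 ± 0.404 TPM (SD, n = 3) in BC and from 10.6 ± 0.158 TPM (SD, n = 2) to 7.50 ± 0.936 TPM (SD, n = 3) in CB. *Tnik*, on chromosome 3 from 28263214 to 28675858, fell from 1.14 ± 0.0599 TPM (SD, n = 2) to 0.664 ± 0.0355 TPM (SD, n = 3) in BC and from 1.89 ± 0.0991 TPM (SD, n = 2) to 1.23 ± 0.202 TPM (SD, n = 3) in CB. For both genes every KO clone was below both wt replicates of its cross. The log2 fold changes of *Ephb6* were -0.63 in BC and -0.43 in CB (adjusted p = 0.38 and 0.19 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Those of *Tnik* were -0.82 and -0.54 (adjusted p = 0.33 and 0.20 from edgeR), and DESeq2 gave an adjusted p of 0.0086 in BC.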

Upregulated DEGs in BC and CB KO clones include a subset of genes known to be repressed by KDM6A (e.g. *Fam114a1*, *H1f0*, *Naglu*) (Additional file 9: Table S9E) [13]. 

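*Naglu*, on chromosome 11 of GRCm38 from 101070012 to 101077672, rose in BC from 2.41 ± 0.312 TPM in wt (SD, n = 2) to 6.78 ± 1.76 TPM in KO (SD, n = 3), a log2 fold change of 1.44 (standard error 0.28, adjusted p = 0.30 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In CB it fell from 7.36 ± 0.167 TPM (SD, n = 2) to 4.03 ± 0.934 TPM (SD, n = 3), a log2 fold change of -0.79 (standard error 0.23, adjusted p = 0.17 from edgeR). *Fam114a1*, on chromosome 5 from 64970071 to 65041886, also rose in BC, from 1.95 TPM to 3.76 ± 1.31 TPM (SD, n = 3), and fell in CB, from 6.21 TPM to 3.62 ± 0.913 TPM (SD, n = 3). The test of a difference between crosses gave -2.24 for *Naglu* (adjusted p = 0.073 from edgeR) and -1.60 for *Fam114a1* (adjusted p = 0.13 from edgeR). *H1f0*, on chromosome 15 from 79028450 to 79030504, rose in BC from 60.9 ± 8.79 TPM (SD, n = 2) to 104 ± 11.5 TPM (SD, n = 3), a log2 fold change of 0.72. In CB it was at 62.9 ± 1.70 TPM in wt (SD, n = 2) and 52.0 ± 16.9 TPM in KO (SD, n = 3), a log2 fold change of -0.19 that ranged from -0.44 to 0.04 with each KO clone left out in turn.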

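*Uty*, on the Y chromosome of GRCm38 from 1096861 to 1245759, was at 9.27 and 9.62 TPM in the BC wt replicates. It was at 11.3 TPM in ΔE1, 2.02 TPM in ΔE3 and 23.6 TPM in ΔP4, which is 120%, 21.4% and 250% of the wt mean. The log2 fold change was 0.32 (standard error 0.78, adjusted p = 0.91 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and it ranged from -0.52 to 0.82 with each KO clone left out in turn. In CB, *Uty* was at 21.3 and 20.7 TPM in wt, 15.7 TPM in ΔE2.5, 14.4 TPM in ΔE2.7 and 18.5 TPM in ΔP2.1, a log2 fold change of -0.30 (standard error 0.12, adjusted p = 0.24 from edgeR).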

Note, we did not observe increased expression of *Kdm6a’s* Y-linked paralogue, *Uty*, in any of the *Kdm6a* KO clones.

Taken together, our findings support a role for KDM6A in the regulation of a subset of key developmentally critical genes in both male and female mouse ES cells. Despite cell line and clonal variability, downregulated DEGs affirm the role of KDM6A as an enhancer of gene expression, whereas upregulated DEGs indicate a repressive function, which may reflect indirect effects on gene expression. Interestingly, some of the dysregulated genes common to the reciprocal crosses are candidates for a role in clinical features of Kabuki type 2 syndrome in human.

### KDM6A facilitates sex-biased autosomal gene expression in mouse ES cells

Next, we investigated the role of KDM6A in regulating sex-biased autosomal gene expression. By comparing wt female and male BC ES cells we identified a 2.4 fold greater number of female-biased (2048) versus male-biased genes (868) (≥ twofold TPM difference cut off; *p* < 0.05) (Fig. 2A; Table 1; Additional file: Fig. S3A and Additional file 10: Table S10A). 

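Female wt (n = 2) and male wt (n = 2) BC samples were compared here over the 14041 genes above 1 TPM in at least 1 of these samples. A gene was taken as sex-biased with at least a 2-fold difference in mean TPM and an unadjusted p under 0.05 from the edgeR quasi-likelihood test. By this measure 2274 genes were female-biased and 1217 male-biased, a ratio of 1.87. With the Benjamini-Hochberg adjusted p in place of the unadjusted one, the numbers were 2274 and 1216. Quantile normalization moved the split most, to 1810 female-biased and 1543 male-biased genes, a ratio of 1.17. A model with the replicate number as a replicate block gave 2286 and 1223, where the correlation of same-numbered male and female samples was 0.291 across genes, which are not independent replicates. On the autosomes, 1978 genes were female-biased and 1153 male-biased. The largest female bias was that of the X-linked gene *1700080O16Rik* (log2 fold change 10.07), followed by *Xpnpep2* on the X chromosome (8.05), *Xaf1* on chromosome 11 (7.01), *C230014O12Rik* on chromosome 2 (6.65) and *1700013H16Rik* on the X chromosome (6.45). *Xaf1* was at 27.5 ± 1.71 TPM in female wt (SD, n = 2) and 0.204 TPM in male wt. The largest male bias was that of the Y-linked genes *Ddx3y* (-13.66) and *Uty* (-13.59), followed by *Reg2* on chromosome 6 (-10.16). Relative to male wt, the genes of whole chromosomes were shifted in the female samples, by a median log2 change of -0.51 and -0.52 on chromosome 1, -0.41 and -0.40 on chromosome 8, and 0.42 and 0.39 on chromosome 12. Of 9933 autosomal genes with enough SNP fragments, 377 and 386 had fragments of both alleles in male wt and cast fragments alone in the female wt replicates.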

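Sex bias was counted as lost when the mean TPM of the BC KO clones (n = 3) was within 2-fold of that of the female wt samples. This held for 737 of the 2274 female-biased genes (32.4%) and 326 of the 1217 male-biased genes (26.8%), a difference in shares with a two-sided Fisher's exact p of 5.9e-04 across genes, which are not independent replicates. The addition of 1 TPM to each value moved this most and gave 33.3% and 35.8% (Fisher's exact p = 0.225, the opposite order). Without ΔP4, the shares were 27.1% and 28.8% (Fisher's exact p = 0.284). With the replicate block in the test for sex bias, Fisher's exact p was 6.1e-04, and over all alternatives that included every clone it ranged from 3.5e-14 to 0.706. Away from chromosomes 1, 8 and 12, the autosomal shares were 35.0% and 25.2% (Fisher's exact p = 7.0e-07). When a gene had to move from male wt to at least the midpoint towards female wt on the log2 scale, 13.4% of female-biased and 8.22% of male-biased genes had lost their bias. From the larger share of female-biased genes, the paper concludes that the loss affects female-biased genes more, and proposes that KDM6A helps to maintain sex-biased expression.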

Interestingly, there was a marked loss of sex-biased expression in BC *Kdm6a*^*Δ/Y*^ cells (< twofold TPM difference between female wt and *Kdm6a*^*Δ/Y*^), which amounted to 35% of female-biased genes and 25% of male-biased genes (Fig. 2; Additional file 3: Fig. S3B and Additional file 10: Table S10B). To confirm these results we re-analyzed a published dataset of expression in BC wt cells and found concordance with our data for 767 sex-biased genes (Additional file 10: Table S10C) [34]. Thirty-two percent of these concordant genes showed loss of sex-biased expression following *Kdm6a* KO, which again affected more female-biased genes than male biased (Additional file 10: Table S10D). GO analysis of genes that lost female-biased expression following KO revealed several biological processes involved in lipid metabolism consistent with the role of KDM6A in adipocytes and metabolic functions (Fig. 2B) [49]. Biological processes for genes with loss of male-biased expression include bone morphogenesis, again consistent with facial features observed in Kabuki type 2 syndrome (Fig. 2B). 

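Sex bias was counted as gained when a gene without it in wt differed at least 2-fold in mean TPM between the female wt samples and the BC KO clones, with an unadjusted p under 0.05 from the edgeR quasi-likelihood test. This gave 146 genes with a new female bias, 6.42% of the number of female-biased genes in wt, and 194 with a new male bias, 15.9% of the male-biased genes in wt. With each KO clone left out in turn, the numbers ranged from 123 to 254 for female bias and from 214 to 231 for male bias. The order was reversed without ΔP4, with 254 female and 220 male, and with the test of the paper on TPM values in place of edgeR, with 136 female and 118 male.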

We also observed some new sex-biased expression after *Kdm6a* KO, but at a much reduced level, with only 5% genes gaining female-biased expression and 3% genes, male-biased expression (Additional file 3: Fig. S3C, D; Table 1).

**Fig. 2:**
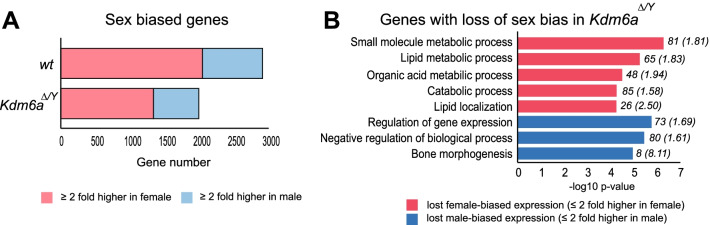
**Sex-biased gene expression changes in BC *Kdm6a* KO cells.** (**A**) Number of genes with sex-biased expression (≥ twofold TPM difference cut off; *p* < 0.05) in BC wt and *Kdm6a*^*Δ/Y*^ clones. Overall, there was a greater loss of female-biased genes (pink) than male-biased genes (blue). See also Table 1 and Additional file 10A, B. (**B**) GO analysis of genes with loss of sex-biased expression in *Kdm6a*^*Δ/Y*^. Numbers in parentheses represent the fold enrichment over expected number of genes within a given biological process, while those not in parentheses represent the number of genes in each category

**Table 1:** Sex-biased gene expression in wt and *Kdm6a* KO clones

	wt	*Male Kdm6a*^*Δ/Y*^	
		Loss	Gain
*BC*			
Female-biased genes	2048	708 (35%)	97 (5%)
Male-biased genes	868	214 (25%)	24 (3%)
Total	2916	922 (32%)	121 (4%)
*CB*			
Female-biased genes	285	90 (32%)	
Male-biased genes	323	77 (24%)	
*Total*	608	167 (27%)	

Genes were determined to be sex-biased in wt cells based on a ≥ twofold TPM difference cut off. Wt lists the number of female- and male-biased genes in BC and CB clones. Loss and Gain indicate the number and percentage of female- and male-biased genes that were lost or gained in KO clones. For CB cells, changes in sex-biased genes were determined by comparing values from CB *Kdm6a* KO cells to wt values from published data following quantile normalization (see Methods) [34]. See also Fig. 2 and Additional file 3

In the CB cross loss of sex-biased expression after *Kdm6a* KO was examined using published data for CB male and female ES lines (Table 1; Additional file 3: Fig. S3E and Additional file 10: Fig. S10E) [34]. We found fewer sex-biased genes in wt CB cells and there was a lesser effect of *Kdm6a* KO on sex-biased gene expression in CB versus BC clones. Nonetheless, *Kdm6a* KO in CB cells again caused a greater decrease in female- (32%) than male-biased (24%) genes (Table 1; Additional file 3: Fig. S3F and Additional file 10: Fig. S10E). There was little overlap between genes that lost sex-biased expression in BC and CB clones, suggesting strain or clonal effects.

Taken together, these results suggest that KDM6A, either directly or indirectly, plays a regulatory role in perpetuating autosomal sex-biased expression in ES cells with an emphasis on maintenance of sex-biased, especially female-biased gene expression.

### The majority of gene expression changes in *Kdm6a* KO ES cells are allele-specific

To measure allelic gene expression, we assigned RNA-seq reads to parental alleles using SNPs between B6 and *cast* in the hybrid F1 mouse ES cells from the reciprocal BC and CB crosses. 

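For the allelic comparison, the authors deposited for each gene the estimated fragment counts of reads that hold a BL6 SNP and of reads that hold a cast SNP, from the same 12 samples and without normalization. The BL6 counts made up 8.10% to 10.1% of the diploid fragments of a sample and the cast counts 7.84% to 9.81%. The ratio of BL6 to cast fragments over the autosomes was between 0.835 and 1.26. Allelic TPM values were computed here by splitting the diploid TPM of a gene by the share of each allele, after correction for that ratio. The median gene above 1 TPM had 395.8 SNP fragments per sample in BC and 250.8 in CB. Maternal and paternal counts were tested apart with the quasi-likelihood test of edgeR after TMM normalization, over genes with an allelic TPM of at least 1 in a sample. In BC, 12156 genes were tested on the maternal and 11589 on the paternal allele, and in CB 12204 and 11665. Paternal counts of X- and Y-linked genes were left out. A second edgeR model, with samples as blocks, tested whether the KO effect differed between the alleles. The allelic tests take their thresholds from the paper, but their design and alternatives were set after the data had been seen.
The BL6 share before that correction was also taken over the genes of each autosome with at least 20 SNP fragments in every sample. In male cells its median was between 47.1% and 52.9% on the autosomes other than chromosomes 1 and 8. On chromosome 1 it was 67.7% to 68.2% in every male BC sample. On chromosome 8 it was 66.8% and 67.1% in the male BC wt replicates and 67.7% in ΔP4, but 51.1% in ΔE1 and 51.6% in ΔE3. In CB, the share on chromosome 1 was 52.5% and 52.4% in wt, 68.4% in ΔE2.5, 35.3% in ΔE2.7 and 48.7% in ΔP2.1. On chromosome 8 of CB it was 52.0% and 51.8% in wt and 45.4% in ΔP2.1. BL6 is the maternal strain in BC, so the maternal share of chromosome 8 was lower in ΔE1 and ΔE3 than in wt over the whole chromosome.

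**Figure D2:**
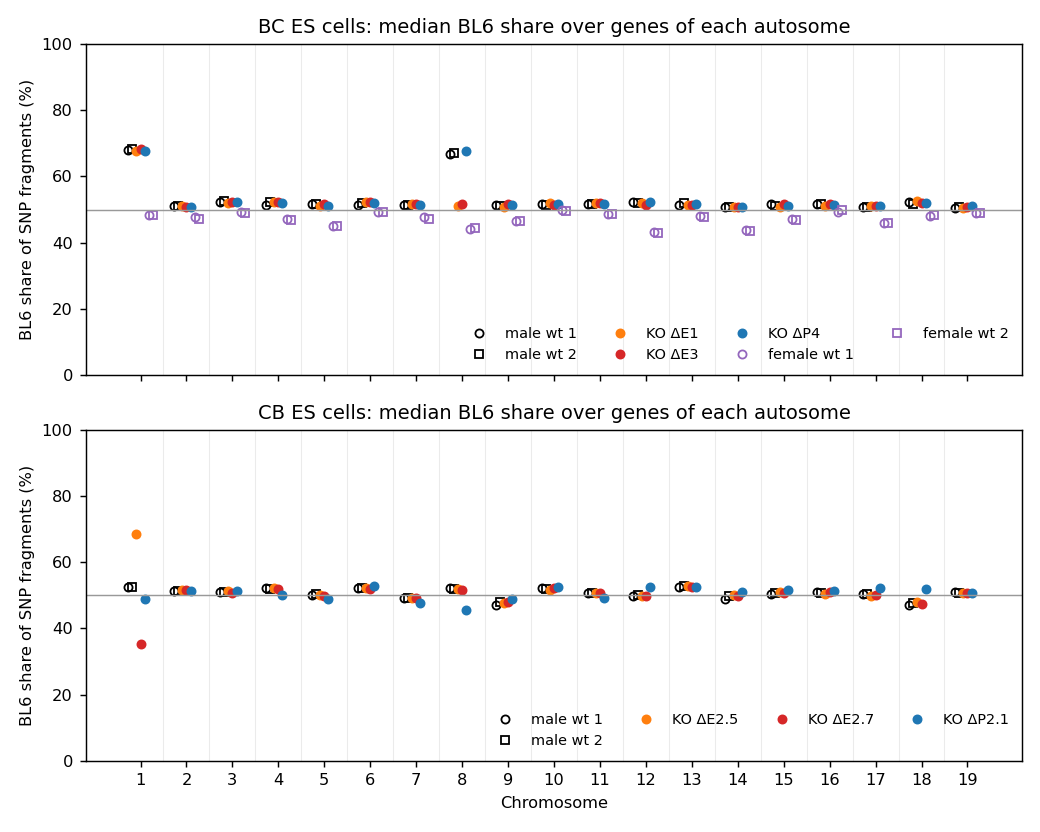
Median BL6 share of the SNP fragments over the genes of each autosome, in percent, for the BC samples (top) and the CB samples (bottom). Open symbols are wt samples, filled symbols KO clones, and the horizontal line marks an equal share of both alleles. On chromosome 8, ΔE1 and ΔE3 lie at 51.1% and 51.6%, apart from the male BC wt replicates and ΔP4.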

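Of the 13800 genes above 1 TPM in a male BC sample, 13182 (95.5%) had at least 1 fragment with a SNP, and of the 13786 such genes in CB, 13165 (95.5%) did. With a minimum of 10 SNP fragments over the 5 male samples of the cross, the shares were 94.6% in BC and 94.3% in CB.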

Most genes (94%) had informative SNPs allowing them to be classified as having either bi-allelic expression or parent-of-origin expression bias (see Methods). Allele-specific differential gene expression changes between *Kdm6a* KO and wt clones were identified using DESeq2 with the same parameters as described above (≥ 1.5 TPM fold change, FDR < 0.05). 

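Pearson's r between the wt and KO means of log2(TPM + 1) was 0.992 for diploid values, 0.983 for maternal and 0.983 for paternal values in BC. In CB it was 0.989, 0.976 and 0.970 in the same order. These correlations are across genes, which are not independent replicates, and the allelic values rest on fewer fragments than the diploid ones.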

Overall, scatter plots of differential maternal and paternal expression were similar to those generated using diploid data (Additional file 4: Fig. S4A, B). However, the number of DEGs detected by allelic analysis may differ from those found by diploid analysis (see Methods).

Surprisingly, a majority of downregulated and upregulated DEGs displayed changes limited to one allele. 

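The test of a difference in KO effect between the alleles called 2 of 11732 autosomal genes in BC (*Peg3* and *Rian*) and 0 of 11834 in CB, by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Without adjustment, 575 genes in BC and 341 in CB had p under 0.05, no more than chance alone would give at that threshold. In BC, the maternal effect was lower by at least 1.5-fold for 205 of these. Of the 205, 118 lie on chromosome 8, where the maternal share of ΔE1 and ΔE3 was lower as a whole. DESeq2 called 4 in BC and 2 in CB. On simulated counts at the depth of the SNP fragments, with the same dispersion for wt and KO, this test recovered 80% of the changed genes.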

In the BC cross, allelic expression analysis of *Kdm6a*^*Δ/Y*^ clones versus wt showed 167/194 (86%) downregulated and 139/189 (74%) upregulated DEGs with allele-specific changes (Table 2). Such changes were equally frequent in *Kdm6a*^*Δ/Y*^ clones from the CB cross and affected 237/269 (88%) downregulated and 171/198 (86%) upregulated genes (Table 2). However, similar to the diploid analysis above, there was little overlap between allelic DEGs in CB and BC crosses (Table 2; Additional file 11: Table S11). 

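When each allele was tested on its own in BC, edgeR with Benjamini-Hochberg adjustment called 3 maternally downregulated genes (group A), 0 paternally downregulated genes (group B) and 1 maternally upregulated gene. Without adjustment, 939 genes had p under 0.05 on the maternal and 843 on the paternal allele. With DESeq2, chosen for the allelic counts after the data had been seen, 33 of 39 downregulated genes (84.6%) and 23 of 31 upregulated genes (74.2%) were called on 1 allele alone. A call on one allele and none on the other was not by itself a test of a difference between them, and some genes were tested on 1 allele only. Of the 16 DESeq2 group A genes that could be tested for it, 7 had an unadjusted p under 0.05 for a difference between the alleles and 2 an adjusted one, and of the 13 group B genes 4 and 0.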

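In CB, edgeR called 0 genes on either allele after Benjamini-Hochberg adjustment, with smallest adjusted p values of 0.236 and 0.339, while 1689 genes on the maternal and 1357 on the paternal allele had an unadjusted p under 0.05. With DESeq2, 94 of 116 downregulated genes (81.0%) and 68 of 84 upregulated genes (81.0%) were called on 1 allele alone. For a difference between the alleles, 6 of the 39 group A genes tested and 2 of the 51 group B genes had an unadjusted p under 0.05, and 0 of either group an adjusted one.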

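The DESeq2 groups A to F of BC and CB shared 0 genes in every group. The edgeR groups held no genes in CB and so could share none. With the exonic clones alone, DESeq2 groups shared 2 genes in group A, 1 in group B, 3 in group C and 1 in group F.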

Downregulated DEGs in KO clones were categorized into three groups: group A includes genes downregulated on the maternal allele, group B, on the paternal allele, and group C, on both alleles (Fig. 3A, C; Table 2). Upregulated DEGs in KO clones were categorized into three groups: group D includes genes upregulated on the maternal allele, group E, on the paternal allele, and group F, on both alleles (Fig. 3B, D; Table 2).

**Table 2:** Number of allelic DEGs after *Kdm6a* KO

Allele	Group	Expression change	BC DEGs	CB DEGs	Overlap (BC and CB)
Maternal	A	Downregulated	109	133	0
Paternal	B	Downregulated	58	104	2
Biallelic	C	Downregulated	27	32	1
Total			194	269	3
Maternal	D	Upregulated	68	109	0
Paternal	E	Upregulated	71	62	1
Biallelic	F	Upregulated	50	27	0
Total			189	198	1

The number of downregulated and upregulated DEGs after *Kdm6a* KO is listed for each group (A-F, see text) at the maternal or paternal allele, at both alleles (biallelic), and the total number. BC and CB DEGs refer to differentially expressed genes between wt and *Kdm6a* KO clones from the BC and CB crosses. The number of genes that overlap between the BC and CB cells is listed in the last column. See also Fig. 3 and Additional file 11. For BC and CB cells there were 11,176 and 11,401 genes assessed from the maternal allele and 10,686 and 10,786 from the paternal allele, respectively

**Fig. 3:**
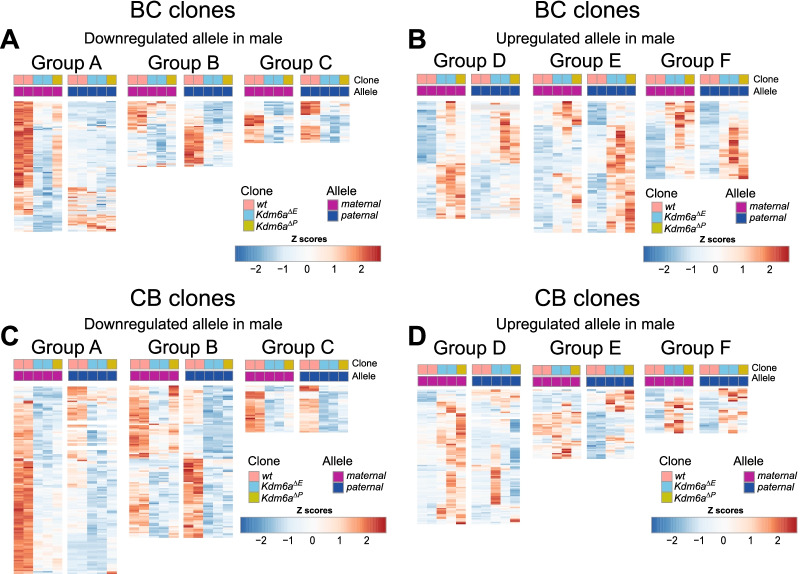
Allele-specific gene expression changes after *Kdm6a* KO in male BC and CB clones. **A**, **B** Heatmaps of allelic gene expression normalized to the mean of each gene across alleles show the extent of fold changes for maternal (purple) and paternal (dark blue) alleles of downregulated DEGs (DESeq2—≥ 1.5 fold change and FDR < 0.05) (**A**) and upregulated DEGs (**B**) in two male wt controls, three male BC KO clones *Kdm6a*^*Δ/Y*^ including two clones *Kdm6a*^*Δ/E*^ with an exon 2–4 deletion (*Kdm6a*^*ΔE1*^* Kdm6a*^*ΔE3*^) and one clone with a promoter deletion (*Kdm6a*^*ΔP4*^). The genotypes of the clones are color-coded at the top. X-linked gene expression from the paternal allele was masked as zero (white boxes). Z scores (color-coded) representing deviations from the mean for each row are shown for each group of genes. **C**, **D** Same analysis as in (**A**, **B**) for but for CB clones. See also Table 2 and Additional file 11: Table S11. Group A includes genes downregulated on the maternal allele, group B, on the paternal allele, and group C, on both alleles. Group D includes genes upregulated on the maternal allele, group E, on the paternal allele, and group F, on both alleles

Remarkably, group A genes show a preferential downregulation of maternal alleles in both the BC and CB crosses. 

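In the BC cross, with DESeq2, 20 genes were called lower on the maternal allele alone (group A), 13 on the paternal allele alone (group B) and 6 on both alleles (group C). The numbers of groups A and B did not differ from an even split (two-sided exact binomial p = 0.296). Of the 20 group A genes, 5 lie on chromosome 8, whose maternal counts were lower as a whole in ΔE1 and ΔE3. Another 4 lie on the X chromosome, where the paternal allele was not tested. Nor was the paternal allele tested for *Meg3*, *Mirg* and *Rian* of group A, or the maternal allele for *Phactr3* and *Treml2* of group B. The number of group A genes changed most with the exonic clones alone, to 371 with DESeq2, against 28 in group B.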

Considering the BC cross, group A comprises 109 genes, whereas group B consists of only of 58 genes (Fig. 3A; Table 2; Additional file 11: Table S11). When only considering clones with exonic *Kdm6a* deletion (*Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE3*^) overlapping genes continue to show preferential downregulation of maternal alleles (38 for group A versus 20 for group B). 

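With the exonic clones ΔE1 and ΔE3 alone, 322 of the 371 group A genes that DESeq2 called lie on chromosome 8. On the other autosomes DESeq2 called 31 genes in group A and 28 in group B (two-sided exact binomial p = 0.795). Of the group A genes called with all clones, 18 of 20 were called again with the exonic clones alone, and 7 of 13 in group B. With edgeR and ΔP4 left out, 221 genes were in group A, 189 of them on chromosome 8, and 6 in group B. On the other autosomes edgeR called 23 in group A and 6 in group B (two-sided exact binomial p = 0.0023). The same fit called 15 genes in group D and 1 in group E there. The maternal allele thus gave more calls in both directions, not for decreases alone. This restriction to the exonic clones follows the paper and was added after the data had been seen. According to the paper, ΔE1 and ΔE3 come from a single editing event, so they are not independent replicates.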

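The change of each BC KO clone from a wt replicate was correlated between clones, each clone against a different wt replicate. Over all genes above 1 TPM, Pearson's r was 0.540 between ΔE1 and ΔE3, 0.327 between ΔE1 and ΔP4, and 0.339 between ΔE3 and ΔP4. Over the 70 DESeq2 genes of groups A to F it was 0.924, 0.952 and 0.917, but these genes were chosen for a shared change. The correlations are across genes, which are not independent replicates.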

Further, comparisons between individual BC KO clones show highly similar expression changes for all allelicly regulated groups (Additional file 4: Fig. S4C). In CB KO clones, there were again more group A (133) than group B genes (104). 

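In CB, DESeq2 called 42 genes in group A, 52 in group B and 22 in group C. With ΔE2.5 and ΔE2.7 alone, it called 88 in group A and 93 in group B. With edgeR, both groups held 0 genes, while at an unadjusted p under 0.05 there were 491 maternal and 417 paternal tests with a decrease of at least 1.5-fold. Leaving out each KO clone in turn gave 0 to 23 genes in group A and 0 to 12 in group B.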

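For the CB clones, the changes from wt over all genes above 1 TPM had a Pearson's r of 0.608 between ΔE2.5 and ΔE2.7, 0.388 between ΔE2.5 and ΔP2.1, and 0.269 between ΔE2.7 and ΔP2.1. Over the 200 DESeq2 genes of groups A to F, chosen for a shared change, r was 0.917, 0.896 and 0.825. These values too are across genes, which are not independent replicates.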

Similar to BC cells, comparisons between individual CB KO clones show highly similar expression changes for all allelicly regulated groups (Additional file 4: Fig. S4D). Despite differences between BC and CB crosses in A and B genes identified as allelic DEGs, additional analyses of changes in TPM values reveal that 33% of group A and 50% of group B genes identified in male BC clones showed a trend of decreased expression in male CB clones (Fig. 3C; Table 2; Additional file 11: Table S11 and Additional file 12: Table S12). 

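Of the 20 DESeq2 group A genes of BC, 17 were tested on the maternal allele in CB, and 3 of these (17.6%) were lower in CB KO, against 48.2% of all maternally tested genes. Of the 13 group B genes, 11 were tested on the paternal allele in CB and 4 (36.4%) were lower, against 49.9% of all paternally tested genes. A decrease of at least 1.25-fold was seen for 1 gene of each group.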

Among downregulated genes in BC clones we found a subset of maternally (but not paternally) expressed imprinted genes that include the *Meg3* cluster*, Xlr* cluster, and *Phlda2* (Additional file 5: Fig. S5A-E and Additional file 11: Table S11A). 

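The *Meg3* cluster lies on chromosome 12 of GRCm38, with *Meg3* from 109541001 to 109571726, *Rian* from 109603940 to 109661716 and *Mirg* from 109729764 to 109749460. Fragments of the maternal allele of *Meg3* were counted 305 and 306 times in the BC wt replicates, and 1, 2 and 3 times in ΔE1, ΔE3 and ΔP4. Those of *Rian* numbered 777 and 759 in wt, and 2, 2 and 1 in the KO clones. Those of *Mirg* numbered 62 and 77 in wt, and 0, 0 and 1 in the KO clones. In the allelic edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, the maternal log2 fold changes were -7.21 for *Meg3* (adjusted p = 2.6e-04), -8.79 for *Rian* (adjusted p = 2.4e-05) and -7.29 for *Mirg* (adjusted p = 0.016). The maternal share of SNP fragments in BC wt was 97.9% for *Meg3* (95% Wilson confidence interval 96.5% to 98.8%), 97.1% for *Rian* (96.1% to 97.8%) and 96.5% for *Mirg* (92.1% to 98.5%), and these intervals cover counting error only. Of the Xlr cluster, *Xlr3a*, on the X chromosome from 73086293 to 73097095, was at 9.25 and 11.1 TPM in wt, and 0.468, 0.571 and 0.139 TPM in the KO clones. *Xlr3b* and *Xlr3c* had log2 fold changes of -3.39 and -3.09 in edgeR, but the 3 genes are paralogs whose reads can be hard to tell apart. *Phlda2*, on chromosome 7 from 143501545 to 143503150, was at 360 and 414 TPM in wt, 223 TPM in ΔE1, 136 TPM in ΔE3 and 285 TPM in ΔP4. Its allelic log2 fold change was -0.97 on the maternal allele (adjusted p = 0.56 from edgeR) and -0.79 on the paternal allele (adjusted p = 0.71 from edgeR).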

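*H19*, on chromosome 7 of GRCm38 from 142575529 to 142578143, was at 168 and 153 TPM in the BC wt replicates, 29.0 TPM in ΔE1, 4.08 TPM in ΔE3 and 191 TPM in ΔP4. Its maternal allele had 2041 and 2014 fragments in wt, 247 in ΔE1, 36 in ΔE3 and 2340 in ΔP4. The log2 fold change over the KO clones was -1.20 (standard error 1.15, adjusted p = 0.74 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), between -3.30 and -0.64 with each KO clone left out in turn. *Igf2*, from 142650766 to 142666816, was at 12.1 and 8.73 TPM in wt, 78.3 TPM in ΔE1, 4.54 TPM in ΔE3 and 12.3 TPM in ΔP4. Its log2 fold change was 1.58 (standard error 1.07, adjusted p = 0.63 from edgeR), and the sign changed with the clones, from -0.38 to 2.09.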

Another maternally expressed imprinted gene *H19* that regulates *Igf2* showed a significant decrease in clones *Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE3*^ (*p* = *0.01)* and a trend for a decrease in clone *Kdm6a*^*ΔP4*^, as well as a corresponding increase at *Igf2* (Additional file 5: Fig. S5F, G). Changes in maternally expressed imprinted genes were not verified in the CB cross where there were few changes in imprinted gene expression, suggesting clonal or parental strain effects (Additional file 5: Fig. S5H). 

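In the CB cross, *Meg3* was at 45.1 ± 0.298 TPM in wt (SD, n = 2) and 64.5 ± 9.14 TPM in KO (SD, n = 3), a log2 fold change of 0.59 (adjusted p = 0.14 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Mirg* changed by 0.58 (adjusted p = 0.13 from edgeR) and *Rian* by 0.27 (adjusted p = 0.30 from edgeR). *Phlda2* had a log2 fold change of 0.09, with a range from -0.02 to 0.21 when KO clones were left out in turn. *H19* was at 270 and 255 TPM in CB wt, 216 TPM in ΔE2.5, 814 TPM in ΔE2.7 and 260 TPM in ΔP2.1, and *Igf2* at 49.9 and 47.6 TPM in wt, 18.9 TPM in ΔE2.5, 56.0 TPM in ΔE2.7 and 34.4 TPM in ΔP2.1. The *Xlr3* genes were below the threshold for testing in CB.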

Further comparisons between BC and CB crosses were made to address allelic expression bias of group A and B genes in wt cells. We defined allelic bias as ≥ twofold difference between alleles. We found that a majority of group A genes (maternally downregulated genes) identified in male BC clones (65%) and CB clones (57%) exhibited maternally biased expression in wt clones (Fig. 3A, C; Additional file 5: Fig. S5I, J). This maternal allele biased expression of group A genes in wt cells was also reported in an independently derived CB ES cell line [50]. 

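With DESeq2, 12 of the 20 group A genes of BC (60.0%) and 18 of the 42 of CB (42.9%) had at least 2-fold more maternal than paternal expression in wt, counting X-linked genes as maternal. Of all tested autosomal genes, 10.5% in BC and 13.9% in CB had such a bias. Off chromosomes 1 and 8, the median log2 ratio of maternal to paternal expression after the allele correction was -0.226 in BC and 0.207 in CB. Both lie towards cast, the paternal strain in BC and the maternal strain in CB, so the shares of biased genes lean that way. In BC the share was 24.1% on chromosome 8 and 34.6% on chromosome 1, where the male BC samples had a high BL6 share, and 8.07% on the other autosomes. Away from chromosomes 1, 8 and X, 4 of 10 group A genes of BC (40.0%) were maternally biased. The group A genes that edgeR called in BC, *Meg3*, *Rian* and *Mirg*, were maternally biased in 3 of 3 cases. Their paternal alleles were not tested, so a decrease of these genes could fall in group A alone. They are also among the 4 of 10. Of the 20 group A genes, 4 are X-linked and so maternal by rule, and on the autosomes the share was 50.0%. These shares were thus partly fixed in advance.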

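For group B, the genes that DESeq2 called lower on the paternal allele alone, 3 of 13 in BC (23.1%) and 4 of 52 in CB (7.69%) had at least 2-fold more paternal than maternal expression in wt. Among all tested autosomal genes this was so for 7.51% in BC and 9.46% in CB.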

Group B genes (paternally downregulated) showed a lower percentage of paternally biased expression in wt (BC—36%, CB—15%). Similar to our observations using diploid analyses, there was little overlap in the identity of genes with allelic expression biases in BC and CB wt cells, suggesting parental strain effects (Additional file 5: Fig. S5I, J).

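Over the 11334 autosomal genes tested in both crosses, 1128 were maternally biased in BC wt and 1525 in CB wt, and 56 in both, against 152 expected by chance. Paternal bias was found for 787 genes in BC and 1012 in CB, with 38 in both, against 70.3 expected. Bias towards the same strain was shared more often, by 638 genes biased to BL6 in both crosses (101 expected) and 450 biased to cast (106 expected). In male BC wt, chromosomes 1 and 8 had a high BL6 share as a whole.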

In contrast to downregulated genes, upregulated genes did not display an allelic bias, as reflected by a similar number of genes in groups D (68) and E (71) in the male BC clones, but did display a maternal allele bias when comparing groups D (109) and E (69) in the male CB clones (Fig. 3B, D; Table 2; Additional file 11: Table S11G, H).

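For upregulated genes, DESeq2 called 13 genes on the maternal allele alone (group D) and 10 on the paternal allele alone (group E) in BC, with 8 on both alleles. In CB it called 34 in group D and 34 in group E, with 16 on both. Of these group E genes, 4 had no paternal fragments in CB wt and more than 100 in ΔP2.1 alone, where the allele content differs from wt. Likewise, 3 of the 34 group D genes had fragments of cast, the maternal strain, alone in ΔP2.1. With edgeR and Benjamini-Hochberg adjustment, the BC groups held 1 gene in D and 0 in E, and the CB groups 0 in each. At an unadjusted p under 0.05, 318 maternal and 344 paternal tests were at least 1.5-fold higher in BC KO, and 294 and 183 in CB KO. Of the group D and E genes of CB that could be tested for a difference between alleles, 6 of 32 and 5 of 31 had an unadjusted p under 0.05. In BC this held for 2 of 13 group D genes and 5 of 10 group E genes, and for 0 of either group after adjustment. From the comparison of groups A and B, the paper concludes that KDM6A preferentially facilitates the expression of maternal alleles of a subset of genes, and from the lack of overlap between crosses it proposes that this is not specific to particular genes.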

We conclude that KDM6A preferentially facilitates expression of maternal alleles of a subset of mouse genes. While this preference is seen in *Kdm6a* KO cells from both BC and CB crosses, the lack of overlap between the lists of genes affected in the two crosses suggests that KDM6A regulation of maternal alleles is not gene-specific. Interestingly, a majority of these genes exhibit maternal allele-biased expression in wt ES cells, suggesting that differential *Kdm6a* expression in male and female germ cells may influence parental allele expression.

### Epigenetic changes induced by *Kdm6a* KO 

Epigenetic changes and chromatin accessibility were examined at promoter regions (± 2 kb from the TSS) of genes with expression changes after *Kdm6a* KO, using H3K27me3 ChIP-seq and ATAC-seq to compare male BC *Kdm6a*^*ΔE1*^ and CB *Kdm6a*^*ΔE2.5*^ clones with their respective wt controls. As an initial control, we verified the expected higher H3K27me3 level at the downregulated *Hoxb* cluster in *Kdm6a* KO clones (Fig. 4A) [4, 10, 22]. Consistent with diploid gene expression changes in BC and CB clones, non-allelic analyses show most promoters of downregulated genes present with increased levels of H3K27me3 and decreased chromatin accessibility, while promoters of upregulated genes show decreased H3K27me3 and increased chromatin accessibility (Fig. 4B-D). To rule out indirect effects we verified that expression levels of genes encoding PRC2 complex-associated proteins that mediate H3K27 methylation (*Ezh1/2*, *Suz12*, *Eed*, and *Rbbp7*) were unchanged in KO clones (Additional file 6: Fig. S6A). Similarly, expression levels of genes (*Ep300*, *Smarca4*, *Eomes*) encoding chromatin remodeling proteins known to mediate H3K27 acetylation by association with KDM6A in the MLL complex were unchanged (Additional file 6: Fig. S6A). However, this analysis does not exclude changes in recruitment of these proteins.

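The log2 fold changes of the 5 PRC2 genes in BC were 0.16 for *Ezh1*, 0.01 for *Ezh2*, 0.22 for *Suz12*, 0.14 for *Eed* and 0.07 for *Rbbp7*, with adjusted p from 0.487 to 0.973 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. In CB they were -0.12 for *Ezh1*, 0.26 for *Ezh2*, -0.16 for *Suz12*, 0.32 for *Eed* and 0.01 for *Rbbp7*, with adjusted p from 0.172 to 0.952 in edgeR. The sign for *Rbbp7* in CB changed under quantile normalization (-0.06). Over all genes or over the 5 genes alone, 0 were called by edgeR in either cross. With DESeq2, 1 had an adjusted p under 0.05, *Eed* in CB (adjusted p = 0.0446, with a change under 1.5-fold).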

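*Ep300* had a log2 fold change of 0.02 in BC and -0.08 in CB, and *Smarca4* of -0.15 in BC and -0.00 in CB, with signs in CB and for *Ep300* in BC that changed when KO clones were left out in turn. *Eomes* fell in BC from 9.83 ± 0.276 TPM in wt (SD, n = 2) to 6.65 ± 1.03 TPM in KO (SD, n = 3), a log2 fold change of -0.61 (standard error 0.17, adjusted p = 0.35 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the 3 genes alone its p was 0.0258, and DESeq2 gave 0.035 over all genes. In CB, *Eomes* was at 31.9 TPM in wt and at 13.4 TPM in ΔE2.5, 46.8 TPM in ΔE2.7 and 14.4 TPM in ΔP2.1, a log2 fold change of -0.28 (standard error 0.58, adjusted p = 0.81 from edgeR).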

**Fig. 4:**
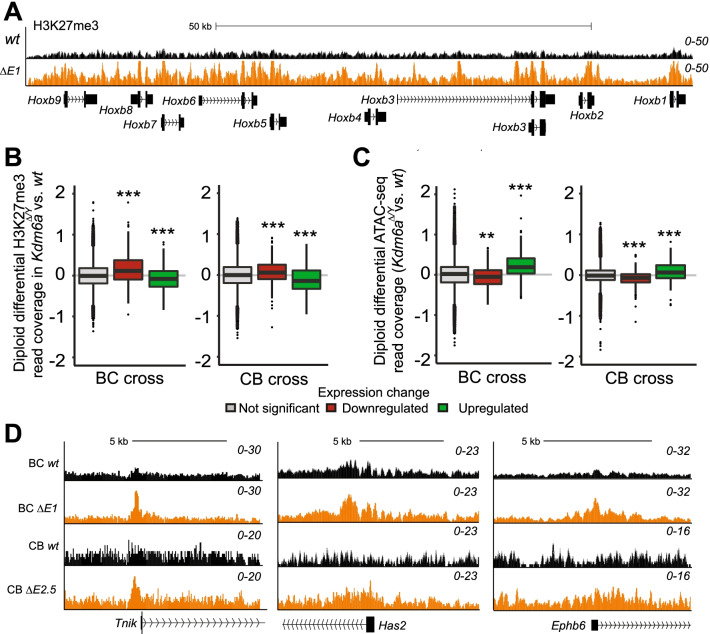
Diploid changes in H3K27me3 and chromatin accessibility after *Kdm6a* KO in BC and CB clones. **A** UCSC Genome browser (GRCm38/mm10) view of H3K27me3 profiles in wt and *Kdm6a*^*ΔE1*^ confirms a general increase across the entire *Hoxb* locus following *Kdm6a* KO. wt (black); KO cells (orange). **B** Box plots of average ratios of H3K27me3 read coverage in BC (*Kdm6a*^*ΔE1*^) and CB KO clones (*Kdm6a*^*ΔE2.5*^) versus wt at promoters (± 2 kb of the TSS) of genes with similar changes between the reciprocal crosses. Downregulated and upregulated genes exhibit expected increases and decreases in H3K27me3 (***p ≤ 0.0001). **C** Same analysis as in (**B**), but for ATAC-seq average ratios of read coverage. Downregulated and upregulated genes exhibit the expected decreases and increases in chromatin accessibility (***p ≤ 0.0001; **p = 0.011). **D** Example profiles of H3K27me3 read coverage in wt (black) and KO cells (orange) show an increase at promoters of downregulated genes (*Tnik, Has2, Ephb6*) in BC and CB KO clones. (UCSC Genome browser GRCm38/mm10)

Next, we performed allele-specific ChIP-seq and ATAC-seq to detect H3K27me3 and chromatin accessibility changes on each parental allele. In BC KO cells a significant increase in H3K27me3 at the promoters of maternally downregulated genes (group A) was accompanied by a significant decrease in chromatin accessibility, while maternally upregulated group D and E genes showed the expected increase in chromatin accessibility (Fig. 5A-C; Additional file 7: Fig. S7A and Additional file 13: Table S13). In contrast, paternally downregulated alleles (group B) showed an increase in H3K27me3 but no significant decrease in chromatin accessibility, while paternally upregulated (group E) genes showed the expected increase in chromatin accessibility (Fig. 5D-F; Additional file 7: Fig. S7A and Additional file 13: Table S13). Importantly, in clones with exonic *Kdm6a* deletion (*Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE3*^), promoters of overlapping genes show similar changes in H3K27me3 and chromatin accessibility (Figs. 3A, B; Additional file 7: Fig. S7B, D, F, H). In the CB cross similar findings for H3K27me3 were obtained for group A genes, while upregulated groups D and E genes showed only a modest increase in chromatin accessibility (Fig. 5G, H; Additional file 13: Table S13). Of note, differences in chromatin accessibility were only observed at promoters of KDM6A target genes, and there were no overall differences in accessibility at other promoters or enhancers (Additional file 6: Fig. S6B, C). Additionally, H3K27me3 showed no overall differences at enhancers regardless of parental allele (Additional file 6: Fig. S6).

**Fig. 5:**
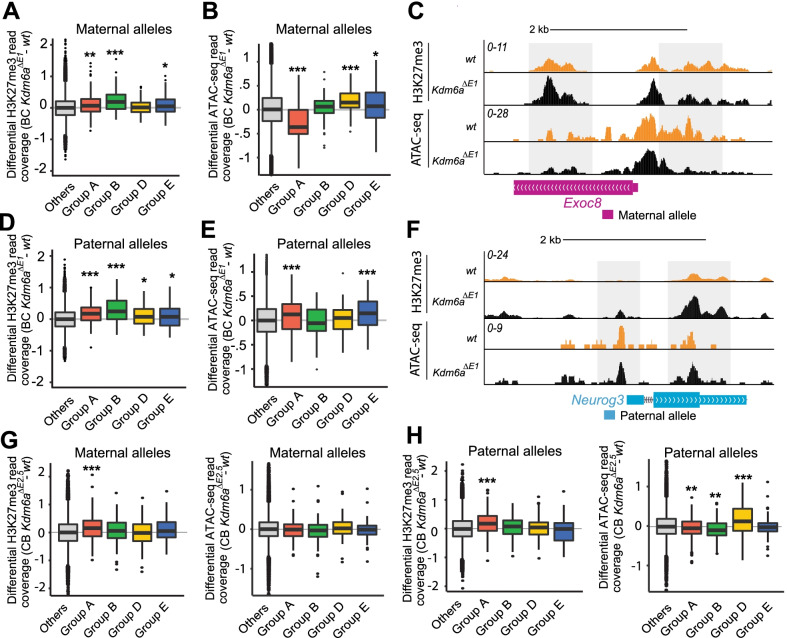
Allelic changes in H3K27me3 and chromatin accessibility after *Kdm6a* KO in BC and CB clones. **A**, **B** Box plots show average ratios of H3K27me3 (**A**) and ATAC-seq (**B**) read coverage between clone *Kdm6a*^*ΔE1*^ and wt cells at promoters (± 2 kb of the TSS) on maternal alleles. Both downregulated groups (**A** and **B**) show a significant increase in H3K27me3 levels on maternal alleles (**A** **p = *0.001;* **B** ***p = *5.33*^*e−06*^). Maternally downregulated genes (group A) show significant loss of chromatin accessibility (***p = *5.9*^*e−11*^) on the maternal allele in KO cells, while paternally downregulated genes (group B) do not. Upregulated groups (**D** and **E**) show no or slight changes in H3K27me3 (**E** *p = *0.020*), and show the expected increase in chromatin accessibility (**D** ***p = *2.4*^*e−07*^; **E** *p = *0.03*). Values were normalized to the input and converted to log scale. **C** UCSC Genome browser (GRCm38/mm10) view of maternal H3K27me3 and chromatin accessibility profiles in wt (−) and *Kdm6a*^*ΔE1*^ ( +) at the maternally downregulated gene *Exoc8* shows an increase in H3K27me3 and a corresponding decrease in ATAC-seq around the promoter. **D**, **E** Same analysis as in (**A**, **B**) but for paternal alleles. Both downregulated groups (A and B) show an increase in H3K27me3 levels (**A** ***p = *4.32*^*e−07*^*;* **B** ***p = *1.73*^*e−06*^), while upregulated groups (**D** and **E**) show a slight but significant increase (**D** *p = *0.03;* **E** *p = *0.04*)*.* Only maternally downregulated group A and paternally upregulated group E show significant changes in ATAC-seq (**A** ***p = *0.0001*; **B** ***p = *0.001*) at paternal alleles*.* **F** UCSC Genome browser (GRCm38/mm10) view of paternal H3K27me3 and chromatin accessibility profiles in wt (−) and *Kdm6a*^*ΔE1*^ ( +) at the paternally downregulated *Neurog3* gene shows increased H3K27me3 but no corresponding decrease in ATAC-seq around the promoter. **G** Same analysis as in (**A**, **B**) but in the CB *Kdm6a*^*ΔE2.5*^ clone. Only maternally downregulated genes (group A) show increased H3K27me3. There were no significant ATAC-seq changes. **H** Same analysis as in (**D**, **E**) but in the CB *Kdm6a*^*ΔE2.5*^ clone. Maternally downregulated group A show increased H3K27me3, while ATAC-seq changes were only seen on paternal alleles. Group A includes genes downregulated on the maternal allele and group B on the paternal allele. Group D includes genes upregulated on the maternal allele and group E, on the paternal allele

Taken together our results show the expected changes in H3K27me3 and chromatin accessibility at upregulated and downregulated DEGs. Allelic analysis demonstrates parental allele-specific changes, notably for downregulated group A genes, which display a consistent increase in H3K27me3 on both parental alleles in both crosses. However, chromatin accessibility changes were partly inconsistent with changes in H3K27me3 in BC and CB KO clones, a phenomenon observed in other studies [10, 51, 52].

## Discussion

Here, we show that *Kdm6a* KO in ES cells derived from reciprocal crosses between C57BL/6 J and *Mus castaneus* results in significant dysregulation of genes involved in development and reproduction. Depletion of KDM6A leads to a loss in sex-biased gene expression, particularly female-biased expression, suggesting a new role for the histone demethylase. We also found a strong downregulation of maternal alleles in *Kdm6a* KO clones from both reciprocal crosses. Furthermore, a large subset of the target genes exhibits maternal allele expression bias in wt ES cells from both crosses. The higher expression of *Kdm6a* in females versus males due to escape from X inactivation may explain the preferential regulation of maternal allele expression.

Gene regulation by KDM6A mainly depends on its catalytic function. Indeed, depletion or inhibition of KDM6A results in decreased gene expression due to higher levels of the repressive histone mark H3K27me3 at promoters and/or enhancers of target genes, which readily explains our findings of H3K27me3 enrichment and downregulation of genes after *Kdm6a* KO [14, 42, 53]. Conversely, higher *KDM6A* expression in human cancer causes a decrease of H3K27me3 enriched heterochromatin [54]. Aside from its catalytic function, KDM6A can also enhance gene expression through other mechanisms that involve recruitment of the MLL complex to increase histone acetylation [10–12]. Finally, KDM6A may act as a repressor of gene expression, underscoring the complexity of this protein [10, 11, 13, 55]. Indirect effects are also expected, which could explain some of our findings of upregulated genes after *Kdm6a* KO. In particular, the more than twofold reduction in *Dnmt3a* expression in KO male BC clones could cause DNA hypomethylation and upregulation of DNMT3A target genes, such as *Celsr1* and *Fah* [56]. Similarly, the decrease in *Tet1* expression in KO female ES cells could explain increased expression of TET1 target genes such as *Casp8*.

A number of KO dysregulated genes were found to differ between crosses, which could be due to differences between the wt ES cell lines and/or to strain differences. Clonal variability is a limitation of the study, which we addressed by using both a stringent DESeq2 approach and a less stringent fold change approach to identify gene expression changes in BC and CB KO cells. Importantly, among the KDM6A targets common to both reciprocal crosses we identified a subset of genes associated with multiple phenotypes observed in individuals with Kabuki syndrome due to mutations in *KDM6A* in human. For example, *Has2* and *Cbfb* have been implicated in hard palate development, malformations of which are often seen in Kabuki syndrome [48, 57, 58]. *Ephb6* and *Tnik* were also downregulated in *Kdm6a* KO cells derived from reciprocal crosses consistent with immunopathological phenotypes and neurological disorders seen in the syndrome [48]. Our identification of KO dysregulated genes involved in development, immune cell functions, neuronal cell functions, and metabolism may help further identify KDM6A targets implicated in Kabuki syndrome, a disorder with more severe phenotypes in males [48, 59, 60].

We report on a new role for KDM6A, which is to maintain sex-biased, especially female-biased gene expression. KDM6A appears to maintain female-biased expression via repression of genes in males, which is surprising since KDM6A’s main function is to facilitate gene expression through removal of H3K27me3. However, this may be due to indirect effects of KDM6A depletion as mentioned above. Indeed, there appears to be little commonality in genes that gain sex bias following KO.

A surprising finding from our allelic expression analyses is that a majority of gene dysregulation after *Kdm6a* KO occurs on one allele or the other, with a strong maternal allele bias. This novel observation was made in both reciprocal crosses, even though the sets of dysregulated alleles differ. Female-biased expression of *Kdm6a* due to escape from X inactivation is consistent with a role in differential regulation of the maternal and paternal genomes [61]. How this allelic regulation is transmitted through generations will need to be further investigated. H3K27me3 is known to play a critical role in the repression of the maternal allele at non-canonical imprinted sites, loss of which leads to loss of imprinting [62]. Thus, manipulating the dosage of *Kdm6a* in differentiating hybrid primordial germ cells where genomic imprints are established may yield insights into its role in regulating non-canonical imprinted genes. Further, utilizing independent reciprocal crosses with *Kdm6a* KO will help to identify potential non-canonical imprinted gene targets. Future allelic expression studies using differentiating ES cells following KO would be interesting since KDM6A target genes may also have roles in germ layer development and ES cell differentiation [14, 17]. We found changes in H3K27me3 and chromatin accessibility at dysregulated alleles but these were not always concordant with expression changes. This was not entirely unexpected as H3K27me3 levels are not always correlated with expression [10, 52]. Furthermore, many of allelicly repressed genes were more highly expressed from downregulated alleles in wt suggesting a higher sensitivity to changes in H3K27me3.

### Perspectives and significance

Results from our study provide important findings implicating KDM6A, a female-biased chromatin modifier, in allelic gene regulation with a preference for maternal alleles. These data emphasize that inclusion of allelic analyses of gene regulation will enhance our understanding of parent-of-origin effects and sex-specific differences. Our study also provides evidence of a role of KDM6A in the regulation of sex-biased gene expression, which could have broad implications in understanding sex differences. Our CRISPR deletions encompass known pathogenic mutations seen in Kabuki syndrome, including loss of exons 1–2 [63]. Thus, results from this study may reveal therapeutic targets for individuals with Kabuki syndrome.

Considering KDM6A’s role in embryonic development, it will be of interest to determine whether sex-biased and parental allele effects of depletion persist during differentiation. *Kdm6a* KO mice have a sex-specific phenotype, with male mice runt but able to survive, while female mice die during embryogenesis [21]. This has been attributed to a demethylase-independent mechanism of compensation by UTY, which has little or no demethylase activity [21]. A number of escape genes have a Y-linked paralogues that may have synergistic roles in gene regulation. Therefore, it will be important to fully tease out the possible compensatory role of *Uty* on gene expression by generating ES cell clones with *Kdm6a* and *Uty* specific KO. Future analyses considering additional epigenetic marks such as H3K4me3, H3K9ac and DNA methylation will help to ascertain the complex network of gene regulation by KDM6A. Finally, extending our studies of KDM6A’s role in gene regulation to human cells will help determine whether KDM6A’s functions are conserved between mice and humans at target genes and regulatory elements.

## Conclusions

Here, we demonstrate for the first time a role in the regulation of sex-biased genes and a maternal allele bias in gene regulation by a gene that escapes X inactivation, a uniquely female phenomenon. Our results implicate KDM6A as a master regulator of fetal growth and development through the control of a subset of maternally biased genes. While our studies are performed in ES cells where developmental pathways are not fully represented, our data provide information on pathways and lineages that may be impacted in syndromes due to *KDM6A* mutations such as Kabuki Syndrome.

## Supplementary Information

**Additional file 1: Fig. S1.** CRISPR/Cas9 editing of *Kdm6a* in BC and CB mouse ES cells. (**A**) Schematic shows location of the exonic deletion (*Kdm6a*^*ΔE*^) that removed exons 2–4 of *Kdm6a* in male BC and CB ES cells. Exons are shown as vertical bars with location of the PCR and RT-PCR primers (color-coded arrows) used to confirm the deletion and measure expression. Above, images of gels after electrophoresis of PCR products (gDNA), RT-PCR products (cDNA), and Western blot (protein) confirm KDM6A KO in male BC clones (*Kdm6a*^*ΔE1*^*, Kdm6a*^*ΔE3*^) and CB clones (*Kdm6a*^*ΔE2.5*^*, Kdm6a*^*ΔE2.7*^) compared to wt (color-coding refers to primers shown on schematic). *Actb* was run as a control for PCR and RT-PCR and Ponceau S staining was used as loading control for the Western blot. Sanger sequencing shown below the schematic was done to verify deletions in all male *Kdm6a*^*ΔE*^ clones compared to wt. (**B**) Schematic shows location of the promoter region deletion (*Kdm6a*^*ΔP*^) made in male BC and CB ES cells. Exons are shown as vertical bars with location of the PCR and RT-PCR primers (color-coded arrows) used to confirm the deletion and measure expression. Above, images of gels after electrophoresis of PCR products (gDNA) and RT-PCR products (cDNA) confirm KDM6A KO in male BC clone (*Kdm6a*^*ΔP4*^) and CB clone (*Kdm6a*^*ΔP2.1*^) compared to wt. *Actb* was run as a control for PCR and RT-PCR. Sanger sequencing shown below the schematic was done to verify deletions in all *Kdm6a*^*ΔP*^ male BC and CB clones. (**C-D**) UCSC genome browser (GRCm38/mm10) view of RNA-seq profiles for (**C**) BC male and female wt, BC male clones *Kdm6a*^*ΔE*^ and *Kdm6a*^*ΔP*^, and (**D**) CB male wt, and CB male *Kdm6a*^*ΔE*^ and *Kdm6a*^*ΔP*^ clones*.* Note that a low level of 3’ end reads are present in clones with deletion of exons 2–4, although there is no evidence of protein (see A above). In clones with deletion of the promoter, there are no reads over *Kdm6a*, including no reads overlapping the small alternative *Kdm6a* transcript, confirming absence of expression and suggesting the absence of a cryptic promoter for the smaller annotated transcript. *Actb* was used as a PCR control. Primer sequences and sgRNAs are listed in Additional file 8. (**E**) Evidence of an off-target event in male BC clones *Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE3*^. RNA-seq genome browser profiles in BC derived *wt* and *Kdm6a* KO male clones show absence of *Pdha1* reads in *Kdm6a*^*ΔE*^ but not *Kdm6a*^*ΔP*^ clones. The inset shows PCR analysis for regions A, B and C amplified by primers indicated by colored arrows, which confirms an off-target deletion of part of *Sh3kbp1* and all of *Map3k15* and *Pdha1* in BC *Kdm6a*^*ΔE*^ clones. No other KO clones show this off-target deletion. *Actb* was run as a control.

**Additional file 2: Fig. S2.** Diploid gene expression changes in *Kdm6a* KO BC and CB clones. (A) Principal component analysis (PCA) based on diploid expression values for all transcribed genes from RNA-seq in wt and *Kdm6a* KO clones derived from the BC and CB crosses. BC clones include two male wt, two female wt, three male KO (*Kdm6a*^*Δ/Y*^), while CB clones include two male wt and three male KO (*Kdm6a*^*Δ/Y*^). Clone identifiers are included in the plot. (B) Hierarchal clustering of the clones described in (A). The color scale represents the sample-to-sample distance. (C) Expression fold changes between BC derived *Kdm6a*^*Δ/Y*^ clones (*Kdm6a*^*ΔE1*^, *Kdm6a*^*ΔE3*^*,* and *Kdm6a*^*ΔP4*^) and wt measured by RNA-seq show a significant decrease in *Kdm6a* expression, but no significant decrease in expression of pluripotent genes (*Nanog, Pou5f1, Sox2, Cd9, Stat3, Fut4*) (**p < *0.01* using a student’s *t*-test). (D) Deficiencies in ES cell differentiation potential following *Kdm6a* KO were tested by removal of LIF and by *all*-*trans* retinoic acid (RA) treatment. Smaller and less dense embryoid bodies were observed 6 days after removal of LIF in *Kdm6a*^*ΔE1*^. In the presence of RA, wt cells show morphological signs of differentiation after 8 days, while *Kdm6a*^*ΔE1*^ cells remain similar in morphology to day 0 controls. (E) Expression fold changes between male BC *Kdm6a*^*Δ/Y*^ clones (*Kdm6a*^*ΔE1*^, *Kdm6a*^*ΔE3*^*,* and *Kdm6a*^*ΔP4*^) and wt measured by RNA-seq confirm decreased expression of known KDM6A target genes *Wt1, Bcar3, Foxh1, Dnmt3a, Sox3, Hsd17b11*. Expression is based on diploid analysis at **FDR < 0.001. (F) Expression fold changes between male BC *Kdm6a*^*Δ/Y*^ clones (*Kdm6a*^*ΔE1*^, *Kdm6a*^*ΔE3*^*,* and *Kdm6a*^*ΔP4*^) and wt measured by quantitative RT-PCR analysis confirm downregulation of *Vrtn*, *Bcar3*, and *Sall2* (*p < 0.01 using a student’s *t*-test) (Additional file 9A). Expression is normalized to *Actb*. (**G**) Venn diagrams to compare the number of downregulated and upregulated DEGs in male BC *Kdm6a*^*Δ/Y*^ clones (*Kdm6a*^*ΔE1*^, *Kdm6a*^*ΔE3*^*,* and *Kdm6a*^*ΔP4*^) and male CB *Kdm6a*^*Δ/Y*^ clones (*Kdm6a*^*ΔE2.5*^*, Kdm6a*^*ΔE2.7*^, *Kdm6a*^*ΔP2.1*^). DESeq2 was employed to identify differentially expressed genes (DEGs) in each cross using an FDR cutoff of < 0.05 and a ≥ 1.5 fold-change.

**Additional file 3: Fig. S3.** Changes in sex-biased gene expression in *Kdm6a* KO BC and CB clones. (A) Scatter plots of log_2_ gene expression between male and female lines illustrating the degree of sex-biased expression in wt cells. Sex-biased genes were identified by comparing two BC male wt clones versus two BC female male wt clones. A gene was classified as sex-biased if its expression is ≥ 2 TPM fold expression higher in either female wt or male wt cells (*p* ≤ 0.05). Female-biased genes are in light orange and male-biased genes in light blue. (B) Scatter plot showing loss of sex-biased expression in three BC male *Kdm6a*^*Δ/Y*^ clones (*Kdm6a*^*ΔE1*^, *Kdm6a*^*ΔE3*^*,* and *Kdm6a*^*ΔP4*^) versus two BC female wt clones. Genes that lost sex-biased expression in KO cells are in dark orange if female-biased in wt, and in dark blue if male-biased in wt. (C) Scatter plot of genes without sex-biased expression (< 2 TPM fold expression difference) in wt BC cells. (D) Gain of sex biased expression in in three BC male *Kdm6a*^*Δ/Y*^ clones (*Kdm6a*^*ΔE1*^, *Kdm6a*^*ΔE3*^*,* and *Kdm6a*^*ΔP4*^). (E, F). Scatter plots of log_2_ gene expression of sex-biased genes in (E) three CB male wt clones versus three CB female wt clones, (F) three CB male *Kdm6a*^*Δ/Y*^ (*Kdm6a*^*ΔE2.5*^, *Kdm6a*^*ΔE2.7*^*,* and *Kdm6a*^*ΔP2.1*^) clones versus three CB female wt clones. Same analysis as in A, B. All wt expression values are from re-analysis of published RNA-seq data in CB ES cells, as we did not have access to a female wt CB line [34]. See also Table 1 and Additional file 10: Table S10.

**Additional file 4: Fig. S4.** Correlation of gene expression (diploid, maternal and paternal alleles) between wt and KO clones. Scatter plots of average gene expression based on TPM values show a high correlation between male BC wt and (A) *Kdm6a*^*Δ/Y*^ clones (*Kdm6a*^*ΔE1*^, *Kdm6a*^*ΔE3*^*,* and *Kdm6a*^*ΔP4*^), and (B) male CB *Kdm6a*^*Δ/Y*^ clones (*Kdm6a*^*ΔE2.5*^, *Kdm6a*^*ΔE2.7*^*,* and *Kdm6a*^*ΔP2.1*^) for diploid and allele-specific expression. Correlation coefficients are all ≥ 0.96. (C, D) Scatter plots of diploid TPM expression values comparing individual BC KO clones (C) and CB KO clones (D). Red dots represent all allelicly regulated genes (combined groups A-F). Black dots represent all other genes. High correlation coefficients (c.c) indicate similar expression changes following KO in all three clones.

**Additional file 5: Fig. S5.** A subset of maternally expressed imprinted genes are downregulated after *Kdm6a* KO in BC but not in CB clones. (A) Scatter plot of average expression changes for canonical imprinted genes, either maternally (purple) or paternally (blue) expressed, in *Kdm6a*^*Δ/Y*^ (*Kdm6a*^*ΔE1*^, *Kdm6a*^*ΔE3*^*,* and *Kdm6a*^*ΔP4*^) versus wt (average from 2 clones) based on diploid RNA-seq analysis in male BC derived clones. Only imprinted genes with > 1TPM in at least one sample are shown. (B) RT-PCR analysis confirms decreased expression of *Meg3* and *Rian* in all male BC KO clones (*Kdm6a*^*ΔE1*^*, Kdm6a*^*ΔE3*^, *Kdm6a*^*ΔP4*^). CRISPR + /– labels indicate presence/absence of transfection with CRISPR/Cas9 and *Kdm6a* sgRNAs, while a ± for *Kdm6a*^*ΔP*^ and *Kdm6a*^*ΔE*^ clones indicates editing result. Non-edited CRISPR control clones (*Kdm6a*^*E14*^*, Kdm6a*^*P2*^) maintain expression of these genes. (C) Sanger sequencing in wt male BC clones confirmed the presence of SNPs (gDNA) and mono-allelic expression (cDNA) of *Meg3* and *Rian*. (D, E) UCSC Genome browser (GRCm38/mm10) views of allele-specific RNA-seq profiles at the maternally expressed *Dlk1*/*Mirg* polycistron region and at a subset of imprinted *Xlr* genes. Allelic read profiles on the maternal chromosome (purple) and the paternal chromosome (blue) are based on SNP analysis in male BC *wt* clone (KO-), compared to male BC *Kdm6a*^*ΔE1*^ clone (KO +)*.* (F) UCSC Genome browser (GRCm38/mm10) view of allele-specific RNA-seq, ATAC-seq and H3K27me3 ChIP-seq profiles generated in male *wt* and *Kdm6a*^*ΔE1*^ at the imprinted genes *H19* (maternally expressed) and *Igf2* (paternally expressed). The DMR (differentially methylated region) is denoted by a green bar. (G) TPM expression fold change measured by RNA-seq for *H19* and *Igf2* in *Kdm6A*^*ΔE1*^ versus wt shows *H19* downregulation concordant to the expected upregulation of *Igf2*. (H) Same analysis as in (A) for male CB *Kdm6a *^*Δ/Y*^ clones (*Kdm6a*^*ΔE2.5*^, *Kdm6a*^*ΔE2.7*^*,* and *Kdm6a*^*ΔP2.1*^). (I, J) Venn diagrams to compare the number of allele-biased genes in BC male wt, BC female wt, and CB male wt. Allelic bias was defined as a ≥ twofold difference between alleles. BC derived cells show more commonality in allele-biased genes than with CB derived cells.

**Additional file 6: Fig. S6.** Chromatin modifier expression and chromatin accessibility changes at enhancers and promoters after *Kdm6a* KO. (A) Expression fold changes between *Kdm6a*^*Δ/Y*^ clones (*Kdm6a*^*ΔE1*^, *Kdm6a*^*ΔE3*^*,* and *Kdm6a*^*ΔP4*^) and wt measured by RNA-seq for genes encoding known chromatin modifying proteins in the PRC2 complex (*Ezh1/2, Suz12, Eed, Rbbp7*) and the MLL complex (*Ep300, Smarca4, Eomes*). (B) Box plots of allelic ATAC-seq read coverage at gene enhancers in male BC and CB clones (*Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE2.5*^) compared to their respective wt controls. Enhancers (*n* = 25,346) were defined as regions enriched in H3K4me3 and H3K27ac in male ES cells as described [12]. (C) Same analysis as in (B) but for promoters (*n* = 20,745). ATAC-seq coverage was calculated using ± 2 kb surrounding the transcription start sites determined using GENCODE. No significant chromatin accessibility differences were seen, nor was there a significant difference between alleles in either cross. (D) Same analysis as is (B) but for H3K27me3.

**Additional file 7: Fig. S7.** Allelic epigenetic features of genes regulated by KDM6A. (A) Scatter plots of H3K27me3 read coverage in log_2_ scale on maternal and paternal alleles in male BC *Kdm6a*^*ΔE1*^ cells versus wt. Allele-specific ChIP-seq reads around promoters (± 2 kb of the TSS) were used to calculate promoter coverage normalized by sequencing depth and allele differences (see also Fig. 5A, D). (B) Same analysis as in (A) but for DEGs that overlap between exonic KO clones only (*Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE3*^) and *Kdm6a*^*ΔY*^ clones (*Kdm6a*^*ΔE1*^*, Kdm6a*^*ΔE3*^ and *Kdm6a*^*ΔP4*^). (C) Scatter plots of ATAC-seq read coverage in log_2_ scale on maternal and paternal alleles in male BC *Kdm6a*^*ΔE1*^ cells versus wt. Allele-specific reads around promoters (± 2 kb of the TSS) were used to calculate promoter coverage normalized by sequencing depth and allele differences (see also Fig. 5B, E). (D) Same analysis as in (C) but for DEGs that overlap between exonic KO clones only (*Kdm6a*^*ΔE1*^ and *Kdm6a*^*ΔE3*^) and *Kdm6a*^*ΔY*^ clones (*Kdm6a*^*ΔE1*^*, Kdm6a*^*ΔE3*^ and *Kdm6a*^*ΔP4*^). (E, F) Same analysis as in (A) and (B), but for upregulated DEGs. (G, H) same analysis as in (C) and (D), but for upregulated DEGs. (I, J) Scatter plots of ratios of ATAC-seq read coverage versus ratios of H3K27me3 ChIP-seq read coverage between CB clone *Kdm6a*^*ΔE2.5*^ and wt CB cells at promoter regions (± 2 kb of the TSS) of downregulated groups on maternal and paternal alleles. (K, L) Same analysis as in (I) and (J) but for upregulated groups. See also Fig. 5G, H. Unedited image figure legend. (A) Raw images for electrophoresis gels shown in Additional file 1A for BC and CB clones. Left panel shows screening of CRISPR exon deletion clones by PCR. The top right gel shows screening of CRISPR exon deletion clones in CB cells by PCR (gDNA). The associated control *Actb* lanes are in (**C**) lower right gel (gDNA). For all panels, primer names correspond to those in Additional file 1A. (**B**) Unedited images of western blots and controls for KDM6A. Top two are film images after 30 s and 5 min exposure (30 s image is shown in Additional file 1A). Lower image shows a picture of the Ponceau S stain used for loading control. For all images the clones are labelled at the top. (**C**) Raw gels for *Kdm6a* expression changes in exon deletion clones. Left panel shows *Kdm6a* expression changes in BC clones. The center panel shows a repeat electrophoresis run of the *Actb* controls which is shown in Additional file 1A. For CB clones, *Kdm6a* expression in controls and KO cells are shown in the lower right gel in (**A**) (cDNA). The right panel shows the *Actb* control (cDNA). Primer names correspond to those in Additional file 1A. (**D**) Raw images for electrophoresis gels shown in Additional file 1B for BC and CB clones. Left panel shows promoter deletion screening by PCR in BC clones (gDNA). The center and right panels show the same for the CB promoter clone (gDNA). For all panels, primer names correspond to those in Additional file 1B. (**E**) Raw gels for *Kdm6a* expression changes in control and promoter deletion clones. Top gel shows expression changes in BC KO clones and the lower gel shows expression changes in the CB KO clone. Primer names correspond to those in Additional file 1B. (**F**) Gel image of PCR screening for the off-target effect seen in CRISPR KO BC exon clones ΔE1, and ΔE3. Primer names correspond to those in Additional file 1F. (**G**) Gel images showing expression changes of *Meg3* (left) and *Rian* (center) in controls and BC KO clones. The right panel shows the *Actb* controls.

**Additional file 8: Table S8.** A: Summary of clones, B: Oligos used for CRISPR and PCR.

**Additional file 9: Table S9.** A: Expression changes in BC Kdm6aΔY clones (see Figure 1B); B: GSE97702 comparison; C: Expression changes in CB Kdm6aΔY KO clones (see Figure 1C); D: Downregulated genes common between BC and CB KO clones (see Figure 1D-F); E: Upregulated genes common between BC and CB KO clones (see Figure 1D-F).

**Additional file 10: Table S10.** A: Sex-biased genes in wt ES cells (see Figures 2A and Additional file 3A); B: Loss of sex-biased expression in Kdm6aΔY ES cells (see Figures 2 and Additional file 3B); C: Concordant sex-biased genes (Werner et al. 2017); D: Loss of sex-biased expression in Kdm6aΔY for concordant genes; E: Loss of sex-biased expression in CB Kdm6aΔY clones (see Additional file 3F).

**Additional file 11: Table S11.** A: BC group A (see Figures 3A, B); B: BC group B (see Figures 3A, B); C: BC group D (see Figures 3A, B); D: BC group E (see Figures 3A, B); E: CB group A (see Figures 3C, D); F: CB group B (see Figures 3C, D); G: CB group D (see Figures 3C, D); H: CB group E (see Figures 3C, D).

**Additional file 12: Fig. S12.** A: Expression of BC Group A genes in CB clones; B: Expression of BC Group B genes in CB clones.

**Additional file 13: Fig. S13.** A: BC H3K27me3 ChIP-seq changes (see Figures 5 and Additional file 7); B: BC ATAC-seq changes (see Figures 5 and Additional file 7); C: CB H3K27me3 changes (see Figures 5 and Additional file 7); D: CB ATAC-seq changes (see Figures 5 and Additional file 7).

**Additional file 14: Fig. S14.** Summary of RNA-seq mapping.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the NCBI GEO database. Oligonucleotide sequences used in this study are available in Additional file 1.

How the deposited data were processed for this re-analysis (not part of the article)

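RNA-seq data were analysed for 12 samples of F1 hybrid mouse ES cells from BL6 and cast, grouped by cross, sex and genotype as male BC wt (n = 2), male BC KO (n = 3), female BC wt (n = 2), male CB wt (n = 2) and male CB KO (n = 3). The clones ΔE1 and ΔE3 come from a single editing event according to the paper, so the BC KO clones represent 2 independent events, but they were entered in the tests as 3 replicates, with ΔE1 and ΔE3 averaged as an alternative. For each gene, the authors deposited estimated count values, the estimated number of fragments of that gene in the sample, without normalization and without pooling of replicates. The authors obtained these estimated counts by mapping single-end reads with TopHat and bowtie to the BL6 genome and to a pseudo-cast genome, keeping uniquely mapped reads of high mapping quality, and splitting reads with a SNP into BL6 and cast reads. The deposited values comprise fragments mapped to the BL6 genome, to the cast genome and to either genome (diploid), and fragments with BL6 or cast SNPs.

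Diploid fragments per sample ranged from 49975599 to 89070402. Fragments with BL6 SNPs were 8.10% to 10.1% of these and fragments with cast SNPs 7.84% to 9.81%, so allelic values are less precise than diploid ones. Of 24346 genes, 23310 were matched by symbol to the GENCODE annotation of GRCm38 and 1036 had no annotation. TPM values were computed with the longest transcript that has a RefSeq match, or the longest transcript where none has one, and with the median length of 2286 bp for genes without annotation. This length was chosen after the data had been seen, because the resulting values followed the TPM values of the authors most closely, and the union of exons was run as an alternative.

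Differential expression was tested on rounded estimated counts with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization, with Benjamini-Hochberg adjustment, in R 4.3.3 with limma 3.58.1. Standard errors printed with edgeR log2 fold changes were derived back from that test. Each is the absolute log2 fold change divided by the square root of the F statistic. Genes above 1 TPM in at least 1 sample of a comparison were tested, and a gene was called at an FDR under 0.05 and a change of at least 1.5-fold. *Sh3kbp1*, *Map3k15* and *Pdha1*, deleted in ΔE1 and ΔE3, were left out in BC. Comparisons were KO against wt in each cross, KO against wt over both crosses with the cross as covariate, the interaction of cross and KO, female against male wt in BC, and female wt against KO in BC. DESeq2 1.42.0, the method of the paper, was run as an alternative. For the sex-bias comparisons the fold was the ratio of mean TPM with a threshold of 2, and the unadjusted p was used as in the paper. The test the paper used on TPM values was run as an alternative there. Genes changed in both crosses were taken at a ratio of mean TPM of at least 1.25-fold without a pseudocount. Overlaps were compared with chance by the hypergeometric test over the genes tested in both crosses, and shares by two-sided Fisher's exact test. Correlations and principal components used log2(TPM + 1). Tables were processed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

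Maternal and paternal SNP fragments were tested apart with the same test, over genes with an allelic TPM of at least 1 in a sample, and the paternal counts of X- and Y-linked genes were left out. Allelic TPM values split the diploid TPM by the allele shares after division by the autosomal BL6-to-cast ratio of the sample. The difference in KO effect between alleles was tested in a model with samples as blocks. The allelic comparisons and their alternatives, the Y-linked genes *Ddx3y* and *Eif2s3y*, and the comparison of chromosomes were chosen after the data had been seen. BL6 shares of chromosomes were medians over genes with at least 20 SNP fragments in every sample, and blocks of 10 Mb with at least 8 such genes were compared along a chromosome. Over the same genes, a BL6 share under 10% counted as cast fragments alone and a share from 25% to 75% as both alleles.

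The tests were tested on simulated counts with 200 of 13800 genes changed by a log2 value of 1.5 at a dispersion of 0.02. The edgeR test recovered 100% of the changed genes and called 10 unchanged ones, and DESeq2 recovered 100% and called 14. At the depth of the SNP fragments, 92.5% were recovered for a single allele and 80% for the difference between alleles. The simulated wt and KO samples had the same dispersion, whereas the KO clones in the data varied more than wt. These shares thus do not give the power in the data.

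The genes named are those the paper names for diploid expression, and, for each cross, the 5 called genes with the largest increase and the 5 with the largest decrease among those with all KO clones on the same side of both wt replicates and a mean of at least 1 TPM. The same rule was applied to the sex-biased genes. Alternatives tried were another normalization (quantile, median centring, the scaling of the TPM values of the authors), DESeq2, no filter on low values or a minimum of 5 TPM, no trend in the variance, all 12 samples in the variance estimate, counts from the BL6 genome alone, ΔE1 and ΔE3 averaged, a replicate block, other pseudocounts, and leaving out each sample in turn. ChIP-seq, ATAC-seq, RT-PCR and published data of other laboratories were not analysed here, and so neither was sex bias in CB. Enrichment of GO terms was not analysed either. Some genes that the paper names are not reported here.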

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

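All tests of explanations in this part were chosen after the results they concern had been seen.

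The effect of the KO differed between the crosses, by the interaction test of edgeR with Benjamini-Hochberg adjustment, for 9 of 14292 genes, and 2392 genes had an unadjusted p under 0.05. The number of such genes ranged from 7 to 555 over the alternatives with every clone included, the highest with DESeq2. Of these, 6 lie on chromosome 12. For *Rian*, the log2 fold change in CB minus that in BC was 6.18 (adjusted p = 2.4e-06 from edgeR), for *Mirg* 6.30 (adjusted p = 5.6e-06 from edgeR) and for *Meg3* 6.23 (adjusted p = 1.6e-04 from edgeR). *Rtl1*, which was below the threshold for testing in BC alone, differed by 3.46, *Egln3* by 1.45 and *Aldh6a1* by -1.52. On other chromosomes, *R3hdml* differed by 3.21, *Gbp4* by 2.49 and *Srgap1* by -1.56. The adjusted p of these last 6 genes was between 0.033 and 0.045. The 9 genes were picked out by this test and not named beforehand, apart from *Rian*, *Mirg* and *Meg3*.

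For *Rian*, *Mirg* and *Meg3* a candidate explanation that does not involve KDM6A is that the BC wt cultures mixed cells that express the cluster with cells that do not. In BC wt the 3 genes were at 6.84% of their female level on average. If that were the share of expressing cells, 86.8% would be the chance that the cells of 2 independent editing events were both silent. Against this, the paper reports that 2 unedited control clones kept expression of *Meg3* and *Rian*, and the chance that both came from expressing cells would be 0.468%. The share of expressing cells was not measured, and the control clones were not analysed here. An effect of KDM6A in the BL6 maternal context alone was not tested separately.

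The deposited allele counts contain whole-chromosome shifts that the paper does not analyse. In the male BC wt replicate 1, the median BL6 share was 67.9% on chromosome 1 and 66.8% on chromosome 8, against about an equal share on the other autosomes. On chromosome 8, ΔE1 was at 51.1%, while ΔP4 kept a share 0.713 percentage points from the wt mean. The share was lower in ΔE1 and ΔE3 than in wt and ΔP4 in 13 of 13 blocks of 10 Mb along chromosome 8. Over the other 18 autosomes, the largest difference between ΔE1 or ΔE3 and the wt mean was 0.762 percentage points, which counts against mapping to the BL6 genome as the source. Loss of KDM6A would be expected to act in ΔP4 as well, and it did not shift there. These values are consistent with an extra BL6 copy of chromosome 8 in the BC wt and ΔP4 cells that ΔE1 and ΔE3 lack. DNA was not measured here, so this remains a hypothesis.

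In CB, the median BL6 share of chromosome 1 was 68.4% in ΔE2.5 and 35.3% in ΔE2.7, against 52.5% and 52.4% in wt. It was higher in ΔE2.5 and lower in ΔE2.7 than in wt in 18 of 18 blocks of 10 Mb. Expression of chromosome 1 was higher in both exonic clones, but changed by a median log2 value of -0.069 in ΔP2.1, which has no intact KDM6A either. These values suggest an extra copy of chromosome 1 in each exonic CB clone, of BL6 origin in ΔE2.5 and of cast origin in ΔE2.7, rather than an effect of the KO. This too was found and tested on the same data.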

How the results depend on the processing

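The comparisons, the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, the thresholds and most alternatives for the diploid results were chosen before the data were examined. DESeq2 for the shared DEGs, their chromosomal shares and the gain of sex bias, the TPM scale of the authors, the union of exons and all allelic alternatives were chosen after the data had been seen. The pseudocounts of 0.1 and below set out for the tests on genes were not run, because the counts were tested without a pseudocount. Where a result changed, the cause was not tested unless stated.

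DESeq2 in place of edgeR raised every count of DEGs. In BC the 3 genes lower and 1 higher in KO became 105 and 155, and in CB the 0 and 0 genes (2832 at an unadjusted p under 0.05) became 340 and 159. Over both crosses, the 0 and 0 genes (1437 at an unadjusted p under 0.05) became 44 and 38, and the genes with a different effect in the crosses rose from 9 to 555. The shared DEGs changed from 0 and 0 to 4 lower and 7 higher. The Fisher p for autosomal against sex-linked genes in BC changed from 1.0 to 0.0235, or to 0.0226 with the X chromosome alone. With all 12 samples in the variance estimate, edgeR called 32 and 26 genes in BC and 28 and 29 in CB. With ΔE1 and ΔE3 averaged, 5 genes were lower in BC, and without a filter on low values also 5, and the Fisher p was then 0.0198. Quantile normalization gave 16 genes with a different effect in the crosses. By direction alone in the other cross, 1 gene was higher in both crosses. For the remaining alternatives with every clone included, the numbers of BC and CB DEGs, the pooled counts and the shared DEGs were within 1.5 times those reported. In CB, the Fisher p stayed between 0.532 and 1.0 under all alternatives run.

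Leaving out single clones changed the counts further. Across the 3 fits that each left out a KO clone, edgeR called 1 to 4 genes lower and 0 to 0 higher in BC, with at least 1592 genes at an unadjusted p under 0.05, and 0 to 566 lower and 0 to 362 higher in CB, the most without ΔP2.1. Over both crosses, leaving out each of the male samples in turn gave 0 to 16 genes lower and 0 to 6 higher, the most without ΔP4, and leaving out each KO clone gave 4 to 307 genes with a different effect between crosses.

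Of the genes changed at least 1.25-fold in both crosses, 319 lower and 315 higher, the numbers became 938 and 1350 without a filter on low values, 188 and 153 over genes above 5 TPM, 85 and 79 with a threshold of 1.5-fold, and 161 and 117 when every KO clone had to lie beyond both wt replicates. With 1 TPM added to each mean, 201 genes were higher. The other alternatives gave 223 to 365 lower and 256 to 396 higher. Leaving out each sample in turn gave 214 to 556 lower and 250 to 376 higher genes. On the TPM scale of the authors, the median log2 ratio of all genes was 0.0814 in BC and -0.166 in CB, and 365 genes were lower and 256 higher in both crosses.

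The 2274 female-biased and 1217 male-biased genes became 1452 and 796 over genes above 5 TPM, and the male-biased genes 1984 without a filter on low values. The split moved most with quantile normalization, to 1810 and 1543. The model with a replicate block (paired by replicate number) gave 2286 and 1223. Leaving out each wt replicate gave 2273 to 2382 female-biased and 1234 to 1283 male-biased genes, by fold alone. The share of genes that lost female bias, 32.4%, and male bias, 26.8%, fell to 13.4% and 8.22% when KO had to move at least to the midpoint towards female wt, and leaving out each KO clone gave 27.1% to 35.6% and 23.3% to 29.4%. The Fisher p of the difference, 5.9e-04, was 0.225 with the opposite order of the shares when 1 TPM was added to each mean. It was 0.706 over genes above 5 TPM, 0.0588 with quantile normalization and 0.347 with median centring. It stayed under 0.05 without a filter (3.5e-14), on the autosomes alone (2.8e-05), with the replicate block (6.1e-04), with the test of the paper on TPM values (0.00118) and with the midpoint rule (3.8e-06). Leaving out each KO clone gave p from 1.5e-09 to 0.284, the latter without ΔP4 and with the opposite order. The unequal loss thus depends on ΔP4, on the scaling and on genes of low expression. Gained female bias, 146 genes, became 87 over genes above 5 TPM, and gained male bias, 194 genes, became 116 there. With the test of the paper on TPM values they were 136 and 118, in the opposite order. Leaving out each KO clone gave 123 to 254 genes with gained female bias and 214 to 231 with gained male bias, with the opposite order without ΔP4 (254 and 220).

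The mean correlation between wt and KO samples, 0.987 in BC and 0.986 in CB, was 0.982 and 0.980 with a pseudocount of 0.1. The share of PC1 was 66.95%, 54.4% and 54.0% for all samples, BC males and CB males with the 500 most variable genes, and 53.3%, 44.1% and 46.5% with a pseudocount of 0.1.

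All allelic alternatives were chosen after the data had been seen. With DESeq2, groups A, B, D and E held 20, 13, 13 and 10 genes in BC and 42, 52, 34 and 34 in CB. With DESeq2 and the exonic clones alone they held 371, 28, 61 and 27 in BC and 88, 93, 30 and 41 in CB. Without a filter on low values, edgeR called 5 genes in group A of BC. Leaving out each KO clone in turn, edgeR called in BC 3 to 221 genes in group A, 0 to 6 in B, 0 to 16 in D and 0 to 1 in E, and in CB 0 to 23, 0 to 12, 0 to 12 and 0 to 6. With DESeq2, 4 genes in BC and 2 in CB differed between the alleles in KO effect, and the share of maternally biased group A genes of BC was 60.0%. A single allele has 7.84% to 10.1% of the diploid fragments. On simulated counts at that depth, with the same dispersion for wt and KO, 92.5% of changes were recovered on a single allele. With the full diploid counts edgeR also called few genes, so depth alone does not account for the low numbers.

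Among the genes named, 978 log2 fold changes were recomputed for 90 genes and crosses under 15 settings. Of these, 889 kept their direction and their side of the threshold, 55 were stronger (32 of them with DESeq2), 3 weaker and 31 reversed. Of the reversals, 23 came from leaving out a clone and 8 from another setting. In BC, without ΔP4 *Uty* fell by 0.52 in place of a rise, and the log2 fold change ranged from -0.52 to 0.82 over the clones left out. For *Igf2* the range was -0.38 to 2.09, for *Ezh2* -0.0013 to 0.035, for *Ep300* -0.071 to 0.11, for *Ddx3y* -0.72 to 0.40 and for *Eif2s3y* -0.42 to 0.51. *Ddx3y* was at 0.15 with ΔE1 and ΔE3 averaged, and *Eif2s3y* at -0.12 with quantile normalization. In CB, the ranges were -0.50 to 0.18 for *Nanog*, -0.17 to 0.58 for *Wt1*, -0.21 to 0.24 for *Dnmt3a*, -0.18 to 0.24 for *Sox3*, -0.44 to 0.038 for *H1f0*, -0.022 to 0.21 for *Phlda2*, -0.076 to 1.12 for *H19*, -0.062 to 0.066 for *Rbbp7*, -0.16 to 0.041 for *Ep300*, -0.12 to 0.086 for *Smarca4*, -1.14 to 0.026 for *Eomes* and -0.12 to 0.28 for *Ddx3y*. Median centring gave 0.00041 for *Nanog* and 0.052 for *Smarca4*, quantile normalization -0.079 for *Dnmt3a* and -0.058 for *Rbbp7*, and the restriction to genes above 5 TPM -0.0087 for *Dnmt3a* and -0.0045 for *Rbbp7*.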

Differences from the paper's values

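The paper reports 195 downregulated and 334 upregulated DEGs in BC, against 3 and 1 here with edgeR (1523 genes at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap, and the nearest was DESeq2 with 105 and 155. In CB, the paper reports 334 and 213, against 0 and 0 here (2832 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 closed the gap with 340 and 159 genes, and the others with every clone included did not. Of the genes DESeq2 called here, 99 are among the paper's 195 and 147 among its 334 in BC, and 244 are among the paper's 334 and 134 among its 213 in CB.

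The paper gives 4% of autosomal and 5% of sex-linked genes as DEGs in BC, against 0.0312% and 0% here, and 4% and 4% in CB, against 0% and 0% here. None of the alternatives set before the data were examined closed these gaps. DESeq2, chosen for this comparison after seeing the values, gave 3.36% of sex-linked genes in BC, or 3.39% with the X chromosome alone, and 3.63% of autosomal and 4.20% of sex-linked genes in CB, or 4.03% with the X chromosome alone. For autosomal genes in BC it gave 1.82%, which did not close the gap. The paper gives 1% of downregulated and 6% of upregulated DEGs as common to both crosses, against 0% and 0% here with edgeR. Chosen for this comparison after seeing the values, DESeq2 gave 0.983% for downregulated genes, which closed the gap, and 2.35% for upregulated genes, which did not. None of the alternatives set before the data were examined closed either gap.

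For the gain of male bias, the paper gives 3%, against 15.9% here. The alternatives gave 9.53% to 23.5%, and none of those set before the data were examined closed the gap.

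For the allelic groups in BC, the paper gives 109 genes in group A, 58 in B, 68 in D and 71 in E, against 3, 0, 1 and 0 here with edgeR (939 maternal and 843 paternal tests at an unadjusted p under 0.05). In CB the paper gives 133, 104, 109 and 69, the last being 62 in its table, against 0 in each here (1689 maternal and 1357 paternal tests at an unadjusted p under 0.05). In all, the paper gives 194 downregulated and 189 upregulated allelic DEGs in BC, against 3 and 1 here, and 269 and 198 in CB, against 0 and 0. No allelic alternative was set before the data were examined. Of those chosen after seeing the values, DESeq2 with the exonic clones alone came within 1.5 times the paper's number for group D in BC (61), for group B in CB (93) and for all downregulated genes in CB (321), and edgeR without ΔP4 did so for all downregulated genes in BC (227). The paper gives 38 group A and 20 group B genes of BC found again with the exonic clones alone, against 3 and 0 here, or 18 and 7 with DESeq2, chosen after seeing the values. The paper gives 65% of group A genes of BC as maternally biased in wt, against 100% here for the 3 genes called, and DESeq2, chosen after seeing the values, gave 60.0%, which closed the gap. The 3 genes had no paternal test, and the 60.0% counts X-linked genes as maternal by rule. On the autosomes DESeq2 gave 50.0%. The paper gives 33% of group A genes of BC with lower expression in CB KO, against 0% here with edgeR and 17.6% with DESeq2, chosen after seeing the values. Where edgeR called no genes in a group, the paper's shares for that group have no counterpart here. For these, DESeq2, chosen after seeing the values, gave 81.0% of downregulated and 81.0% of upregulated genes of CB changed on 1 allele, 42.9% of group A genes of CB with maternal bias, and 36.4% of group B genes of BC lower in CB, each within 1.5 times the paper's value. Its shares of group B genes with paternal bias, 23.1% in BC and 7.69% in CB, were lower than the paper's by more than 1.5 times.

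The paper states that *Uty* was not higher in any KO clone, and here it was at 23.6 TPM in ΔP4 against 9.27 and 9.62 TPM in BC wt. *Ddx3y* and *Eif2s3y* were higher in ΔP4 as well, at 172% and 165% of their means in wt, against 250% for *Uty*. It states that *H19* tended to be lower in ΔP4, where it was at 191 TPM here against 168 and 153 TPM in wt. It states that *Igf2* rose correspondingly, as it did here in ΔE1, the clone the paper shows, to 78.3 TPM, whereas it was at 4.54 TPM in ΔE3 against 12.1 and 8.73 TPM in wt. The text of the paper names *Wt1*, *Dnmt3a* and *Sox3* among the genes lower in both crosses, although its own list of such genes does not hold them. Here their ratios of KO to wt in CB were 1.13, 0.955 and 0.986. The paper also names *Cbfb* as lower in both crosses, and here the ratio in CB was 0.853. Its text names *Fam114a1*, *H1f0* and *Naglu* among the genes higher in both crosses, although its list of those does not hold them either. Here their log2 fold changes in CB were -0.70, -0.19 and -0.79. The paper states that *Eomes* was unchanged. Here its log2 fold change in BC was -0.61, with an adjusted p of 0.35 from edgeR and 0.035 from DESeq2. In CB the paper gives more genes in group A than in group B, whereas DESeq2 here gave 42 and 52. With edgeR without ΔP2.1 the order was that of the paper, with 23 and 12. X-linked genes had no paternal test, and on the autosomes these were 18 and 12 (two-sided exact binomial p = 0.362). At an unadjusted p under 0.05 with all clones the order was also that of the paper, with 491 maternal and 417 paternal tests lower by at least 1.5-fold. The paper also states a maternal preference of upregulated genes in CB, whereas DESeq2 here gave 34 genes in each of groups D and E. Of these group E genes, 4 have paternal log2 fold changes from 19.6 to 22.1, each with a standard error of 4.41, which rest on ΔP2.1 alone. The allele content of ΔP2.1 affects group D as well, where 3 of the 34 genes had cast fragments alone in that clone. With edgeR without ΔP2.1 there were 12 genes in group D and 6 in group E, and at an unadjusted p under 0.05 with all clones 294 maternal and 183 paternal tests were higher by at least 1.5-fold, which is the order of the paper. DESeq2 with the exonic clones alone gave 30 and 41. The order in CB thus depends on the test and on the clones. The paper saw no apparent preference of DEGs for sex-linked or autosomal genes in BC, and DESeq2 here gave a two-sided Fisher's exact p of 0.0235, with p from 0.0198 to 1.0 over the alternatives.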

Other observations

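All tests of explanations in this part were chosen after the results they concern had been seen.

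The maternal preference among downregulated genes was compared with the position of the genes. In the lists of the paper, group A holds 109 genes and group B 58. Of the 106 group A genes with a known position, 58 (54.7%) lie on chromosome 8 and 9 on the X chromosome, against 3 of 57 group B genes (5.26%) on chromosome 8. Of all genes tested in BC, 5.40% lie on chromosome 8. Off chromosomes 8 and X, 39 of the paper's group A genes and 54 of its group B genes remain, which do not differ from an even split (two-sided exact binomial p = 0.146). Among genes called here by DESeq2 in the exonic BC clones, 31 in group A and 28 in group B lie on autosomes other than 8 (two-sided exact binomial p = 0.795). With edgeR and the same clones, 23 and 6 do (two-sided exact binomial p = 0.0023), so a maternal excess remains off chromosome 8 by that test. It was not confined to decreases, as the same fit called 15 genes in group D and 1 in group E there. The paper derives both clones from a single editing event, so this excess cannot be told apart from a property of that event. These values are consistent with a large part of the group A genes in BC, but by edgeR not all of the excess, coming from an extra BL6 copy of chromosome 8 that ΔE1 and ΔE3 lack. Among the paper's BC downregulated DEGs, 35 of 189 (18.5%) lie on chromosome 8. Among its CB upregulated DEGs, 63 of 209 (30.1%) lie on chromosome 1, where 5.68% of tested genes lie.

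The unequal loss of female-biased and male-biased genes was tested for the same kind of shift. In female BC wt relative to male wt, chromosomes 1 and 8 were lower and chromosome 12 higher as a whole. Without chromosomes 1, 8 and 12, the autosomal shares lost were 35.0% and 25.2% (two-sided Fisher's exact p = 7.0e-07, across genes, which are not independent replicates), so these chromosomes do not account for the difference. The difference reversed with the addition of 1 TPM to each value (two-sided Fisher's exact p = 0.225) and without ΔP4 (p = 0.284 from the same test).

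The small overlap of allelically biased genes between BC and CB wt was compared with overlap by strain. In all, 94 genes were biased to the same parent in both crosses and 1088 to the same strain. The strain of the allele is therefore a candidate explanation of the small overlap by parent. The high BL6 share of chromosomes 1 and 8 in male BC wt adds to the BL6-biased genes. Off these chromosomes, the median gene lay towards cast in both crosses after the allele correction, which may add to the cast-biased genes.

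The clone ΔP2.1 differed from CB wt and from the exonic CB clones in its allele content, although in expression it was close to CB wt, with a Pearson r of 0.989 to both wt replicates across genes, which are not independent replicates. Of 9933 genes with enough SNP fragments, 176 had fragments of both alleles in one of ΔP2.1 and CB wt and cast fragments alone in the other, against 4 for ΔE2.5 and 1 for ΔE2.7. Of the 176, 76 were cast alone in CB wt and 100 cast alone in ΔP2.1. This is consistent with a derivation of ΔP2.1 from CB cells of another genotype than the CB wt sequenced here, in which case strain differences and the KO could not be separated for this clone. Its *Kdm6a* level of 0.0364 TPM and a median BL6 share of 0% on the X chromosome are those of a male CB clone without *Kdm6a* expression, which speaks against a mislabelled sample. The female BC wt replicates, which come from another cell line, differed from CB wt in the same way in 238 and 250 genes. From male BC wt they differed so in 383 and 392 genes, against 0 to 3 for the BC KO clones. From 110000001 to 120000000 on chromosome 2, the median BL6 share was 13.0% and 16.4% in the female and 49.9% and 49.3% in the male BC wt replicates. In such segments, sex and strain differences cannot be separated in the comparison of female with male BC cells.

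*Uty* and the Y-linked gene *Ddx3y*, chosen after their values were seen, were both low in ΔE3, at 21.4% and 18.2% of their means in BC wt. The ratio of these percentages was 1.17, so the decrease was not one of *Uty* alone. The Y-linked gene *Eif2s3y* was at 17.4% in ΔE3 as well, although it was at 1.28 and 1.57 TPM in BC wt. In ΔP4, *Uty*, *Ddx3y* and *Eif2s3y* were at 250%, 172% and 165% of their means in BC wt, so the increase there was not one of *Uty* alone either. Loss of the Y chromosome in a part of the ΔE3 cells is a candidate explanation. *Eif2s3y*, also chosen after its values were seen, had the largest decrease that DESeq2 called in CB, from 46.3 and 46.6 TPM in wt to 0.899, 5.62 and 5.41 TPM in the KO clones (edgeR log2 fold change -3.47, standard error 0.68, adjusted p = 0.13), while *Uty* and *Ddx3y* did not fall to that extent there. No explanation of this was tested.

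Other splits of the samples were compared with the real split into wt and KO. For the effect over both crosses, 100 of 100 splits within crosses gave at least as many genes called by edgeR as the real one, which gave 0, with 1437 genes at an unadjusted p under 0.05. As no split can give fewer than 0 genes, this outcome was fixed and carries no information. At least as many genes with an unadjusted p under 0.05 were found in 13 of 100 splits. The 100 splits overlap one another, since each keeps the wt and KO numbers of both crosses. For BC, 1 of 10 splits of the 5 samples, the real one, gave as many genes with edgeR. With DESeq2, 3 of 10 did, as ΔE1 and ΔE3 against the other samples gave 450 genes and ΔE3 and ΔP4 against the others 345, against 260 for the real split. For CB, 10 of 10 splits gave at least as many as the 0 genes of the real split with edgeR, where 2832 genes had an unadjusted p under 0.05, an outcome again fixed in advance. With DESeq2, 2 of 10 splits did, as ΔE2.5 and ΔE2.7 against the others gave 1058 genes, against 499 for the real split. With edgeR that same split of CB gave 541 genes. With 10 splits the share cannot fall below 0.1, so the splits within a cross cannot show that a result exceeds what other groupings give. The splits with the most genes in both crosses by DESeq2 part the exonic clones from the rest, and the exonic clones of each cross share a chromosome shift.

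The paper names further genes that are not given one by one here. Of 19 such genes, 11 were tested in BC, of which 5 were lower and 6 higher, with log2 fold changes from -1.54 to 0.71. In BC edgeR called 0 when adjusted over all tested genes, 6 had an adjusted p under 0.05 over the list alone, and 4 with DESeq2. In CB 12 were tested, 2 lower and 10 higher, with log2 fold changes from -0.71 to 1.66, 0 called by edgeR over all genes, 2 with an adjusted p under 0.05 over the list alone and 2 with DESeq2. Over all tested genes, 1523 had an unadjusted p under 0.05 in BC and 2832 in CB.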
